# STAT5B leukemic mutations, altering SH2 tyrosine 665, have opposing impacts on immune gene programs

**DOI:** 10.26508/lsa.202503222

**Published:** 2025-04-14

**Authors:** Hye Kyung Lee, Jichun Chen, Rachael L Philips, Sung-Gwon Lee, Xingmin Feng, Zhijie Wu, Chengyu Liu, Aaron B Schultz, Molly Dalzell, Manja Meggendorfer, Claudia Haferlach, Foster Birnbaum, Joel A Sexton, Amy E Keating, John J O’Shea, Neal S Young, Alejandro V Villarino, Priscilla A Furth, Lothar Hennighausen

## Abstract

STAT5B is a vital transcription factor for lymphocytes. Here, the function of two STAT5B mutations from human T-cell leukemias: one substituting tyrosine 665 with phenylalanine (STAT5B^Y665F^) and the other with histidine (STAT5B^Y665H^), was interrogated. In silico modeling predicted divergent energetic effects on homodimerization with a range of pathogenicity. In primary T cells in vitro, STAT5B^Y665F^ showed gain-of-function, whereas STAT5B^Y665H^ demonstrated loss-of-function. Introducing the mutation into the mouse genome illustrated that the gain-of-function *Stat5b*^Y665F^ mutation resulted in accumulation of CD8^+^ effector and memory and CD4^+^ regulatory T cells, altering CD8^+^/CD4^+^ ratios. In contrast, STAT5B^Y665H^ “knock-in” mice showed diminished CD8^+^ effector and memory and CD4^+^ regulatory T cells. In contrast to WT STAT5B, the STAT5B^Y665F^ variant displayed greater STAT5 phosphorylation, DNA binding, and transcriptional activity after cytokine activation, whereas the STAT5B^Y665H^ variant resembled a null. The work exemplifies how joining in silico and in vivo studies of single nucleotides deepens our understanding of disease-associated variants, revealing structural determinants of altered function, defining mechanistic roles, and, specifically here, identifying a gain-of-function variant that does not directly induce hematopoietic malignancy.

## Abstract (precis)

Germline activating and deactivating mutations of *STAT5b*, part of the JAK-STAT signaling pathway, push the immune system and hematopoiesis in opposing directions, tuning systems either up or down.

## Introduction

Transcription factors belonging to the signal transducers and activators of transcription (STAT) family are activated by upstream cytokines and growth factors and, in turn, regulate both universal and lineage-specific genetic programs (Philips et al, 2022). STAT5A (Wakao et al, 1994; Liu et al, 1995) and STAT5B (Azam et al, 1995; Liu et al, 1995; Mui et al, 1995), ancestral members of the STAT family, play defining roles within the hematopoietic system (Yao et al, 2006), the mammary gland (Liu et al, 1997; Miyoshi et al, 2001; Cui et al, 2004), body growth (Davey et al, 1999; Holloway et al, 2007; Hwa, 2021), and liver metabolism (Holloway et al, 2007). As “signal-dependent” transcription factors (TFs), they instruct common and lineage-restricted enhancers and super-enhancers (Yamaji et al, 2013; Shin et al, 2016; Villarino et al, 2016, 2017; Li et al, 2017; Lee et al, 2023), thereby controlling a wide range of genetic programs, in tissues as diverse as the mammary gland, liver, and the immune system.

Although genetic programs regulated by native STAT5A and STAT5B are well investigated, the impact of missense mutations on these TFs has not been studied in detail. Based on current literature and genomic databases, at least one third of the amino acids of STAT5 can acquire germline and somatic missense mutations in humans. Inactivating STAT5B germline mutations (Rajala et al, 2013; Hwa, 2021; Bhattacharya et al, 2022) have been associated with growth hormone insensitivity (Laron syndrome) and immune pathology, whereas activating somatic mutations (Rajala et al, 2013; Kiel et al, 2014; Kontro et al, 2014; Bhattacharya et al, 2022) have been identified in patients with T-cell large granular lymphoblastic leukemia (T-LGLL) (Rajala et al, 2013; Kiel et al, 2014; Kontro et al, 2014; Bhattacharya et al, 2022) and T-cell prolymphocytic leukemia (T-PLL) (Kiel et al, 2014). T-LGLL is a rare disorder marked by the clonal expansion of cytotoxic T cells within the peripheral blood and bone marrow (Matutes, 2018). Among the two subtypes of T-LGLL, the more frequent CD8 T-LGLL is characterized by STAT3 mutations, whereas the CD4 T-LGLL has been linked to mutations in the STAT5B, which are clustered in the SH2 and C-terminal transactivation domain. Accordingly, N642H and Y665F are the most frequent STAT5B mutations, and both lead to increased STAT5 activity (Andersson et al, 2016; Bhattacharya et al, 2022).

The SH2 domain is central to cytokine-induced, JAK-dependent STAT5B tyrosine phosphorylation, activation, dimerization, nuclear translocation, and establishment of functional transcription enhancers controlling genetic programs. A total of six somatic missense mutations and four germline mutations within the SH2 domain of STAT5B have been reported in the literature (Hwa, 2021; Bhattacharya et al, 2022). Although cell culture experiments have established their capacity to function as gain-of-function (GOF) or loss-of-function (LOF), their complex physiological and genomic impacts have not been investigated. Of particular interest are two single nucleotide variants (SNV) identified in patients with T-LGLL and T-PLL (Kontro et al, 2014). Both are found within the SH2 domain and change tyrosine 665 (Y665) to either phenylalanine (Y665F) or histidine (Y665H); however, it should be noted that although the STAT5B^Y665F^ mutation is reproducibly found, only one case of the STAT5B^Y665H^ mutation was reported (in a T-PLL case) (Rajala et al, 2013; Kiel et al, 2014). Both mutations have been described as GOF in vitro (Pham et al, 2018), suggesting that they activate similar and possibly overlapping genetic programs. To determine whether they are driver mutations for T-cell leukemias, we integrated STAT5B^Y665F^ and STAT5B^Y665H^ into the mouse genome and examined their impact on lymphocyte development and function. Using this approach, we show that only the STAT5B^Y665F^ mutation displays GOF characteristics in vivo, whereas STAT5B^Y665H^ is a LOF variant. Significantly neither of them directly induced malignant transformation. These data expand our understanding of the structural and molecular impact of these two specific single nucleotide STAT5B variants in lymphocyte homeostasis and function, identifying specific genes and pathways involved in their pathogenesis.

## Results

### Structural impact of the STAT5B^Y665F^ and STAT5B^Y665H^ missense mutations in silico

Tyrosine 665 is the second most abundant mutational target in the STAT5B SH2 domain (Fig 1A), with 53 blood cancer cases identified in the Munich Leukemia Laboratory database and 12 blood cancer cases reported in the COSMIC database (Table S1). Although the STAT5B^Y665F^ mutation was reproducibly associated with blood cancers in both databases, the STAT5B^Y665H^ mutation was not found associated with cancer in either database indicating its presence is far less common than the STAT5B^Y665F^ mutation. These mutations are especially interesting because STAT5B^Y665^ is highly conserved across vertebrate species (Fig S1). To directly test the impact of the STAT5B^Y665F^ and STAT5B^Y665H^ mutations, we conducted comprehensive in silico analyses, combining structural prediction and pathogenicity assessment tools. Using AlphaFold3, we generated structures of the STAT5A and STAT5B SH2 domain homodimers. As expected from their highly conserved sequences, STAT5A and STAT5B produced nearly identical structure predictions by AlphaFold3 (Abramson et al, 2024) (Fig S2A–D). The AlphaFold3-predicted structure of the STAT5B SH2 domain homodimer revealed that STAT5B^Y665^ is located at a critical interface involved in STAT5B homodimerization (Fig 1B). This residue position and its surrounding structural elements are highly similar to what is predicted in the model of the STAT5A dimer interface generated by Fahrenkamp et al (2016).

**Figure 1.**
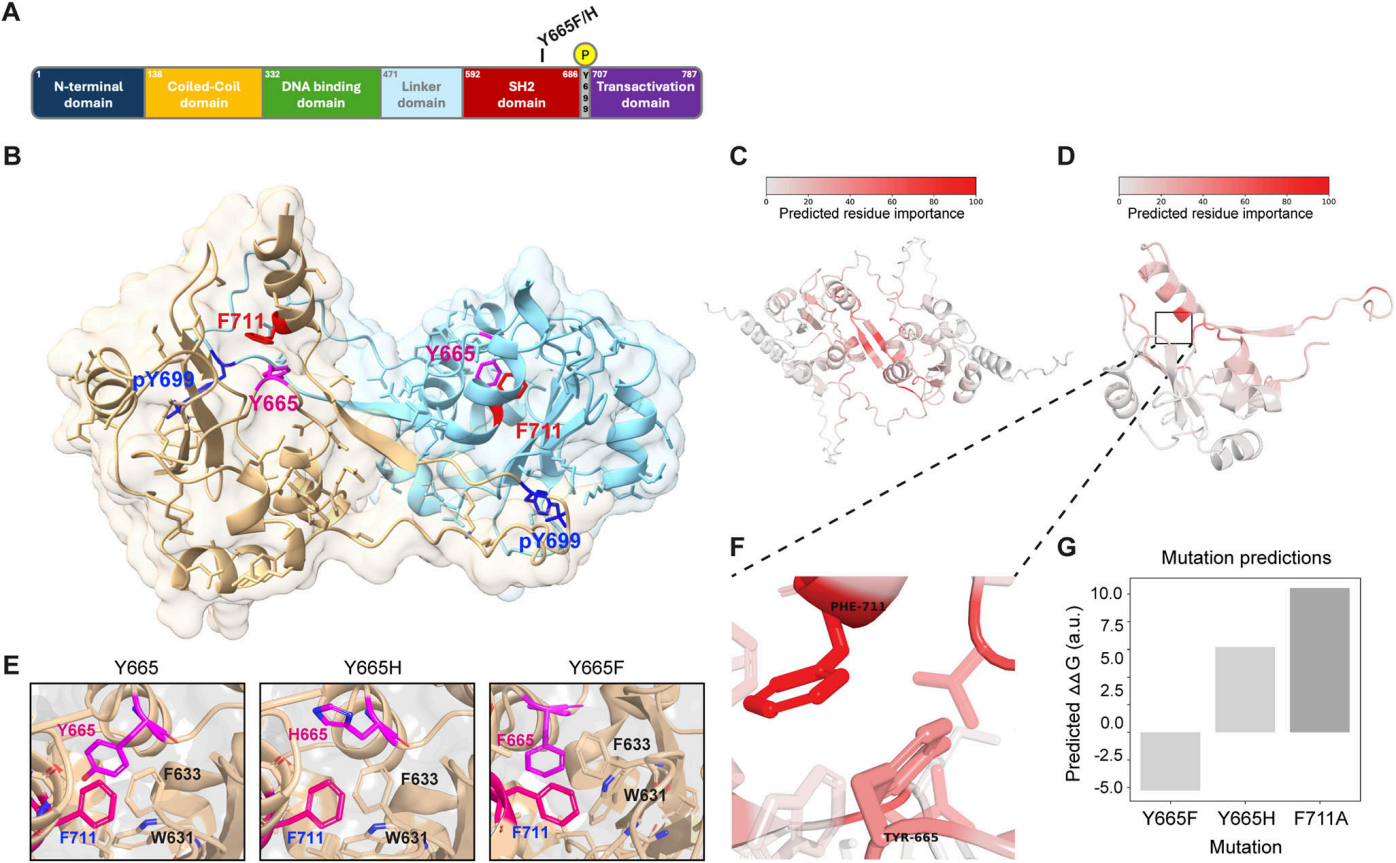
STAT5B SH2 dimerization modeled by AlphaFold3. **(A)** Schematic of human STAT5B protein domains showing the locations of tyrosine 665 (Y665) and phospho-tyrosine 699 (pY699). **(B)** Structure of the human STAT5B SH2 homodimer generated by AlphaFold3. Binding pockets of key residues pY699 (blue) and F711 (red) are indicated. The STAT5B model shows the hydrophobic binding pocket containing the key residue Y665 (magenta). **(C)** Structure of the human STAT5B SH2 homodimer generated by AlphaFold3 with residues colored red relative to their importance to the binding interface as predicted by COORDinator. **(D)** Structure of the human STAT5B SH2 monomer in its dimeric conformation generated by AlphaFold3 with residues colored red relative to their importance to stabilization of the C-terminal tail as predicted by COORDinator. **(E)** Model of the human STAT5B SH2 homodimer with tyrosine, histidine, or phenylalanine at position 665, as predicted by AlphaFold3. **(F)** STAT5B model highlights the intramolecular interaction between F711 and the hydrophobic binding pocket containing the key residue Y665. **(G)** Comparison of the predicted energetic consequences of the F711A, Y665F, and Y665H mutations on stabilization of the C-terminal tail. Relative mutational effects are annotated using ∆∆G, in arbitrary units; stabilizing mutations have a negative value, and destabilizing mutations have a positive value.

Table S1. Diagnoses of blood cancers in patients carrying STAT5B^Y665F^ or STAT5B^Y665H^ mutations.

**Figure S1.**
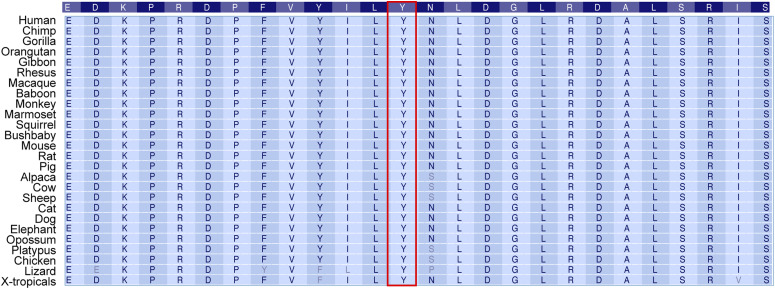
Conservation of STAT5B amino acids between multiple species. Table presenting amino acid sequences surrounding the conserved tyrosine (Y) residue in the STAT5B SH2 domain (indicated by center box outlined in red) in 26 vertebrate species.

**Figure S2.**
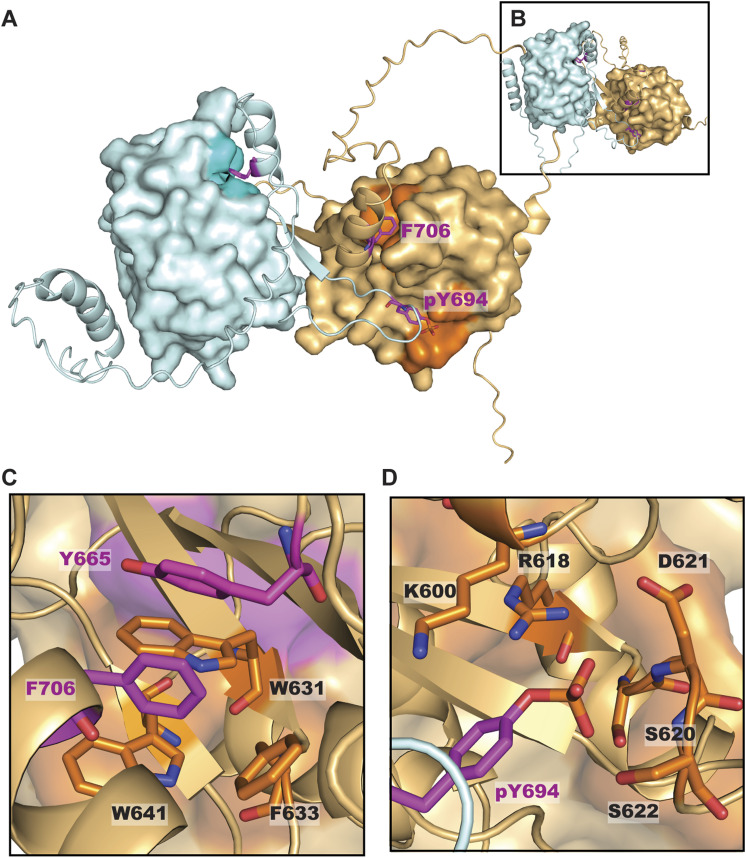
STAT5 SH2 dimerization modeled by AlphaFold3. **(A)** Structure of the human STAT5A SH2 homodimer generated by AlphaFold3. Binding pockets of key residues phospho-Tyr694 and Phe706 (purple), which are structurally analogous to phosphor-Tyr699 and Phe711 in STAT5B, are indicated. **(B)** Structure of the human STAT5B SH2 homodimer generated by AlphaFold3, which closely resembles the dimer interface modeled for the STAT5A homodimer. **(C)** STAT5A model highlights the intramolecular interaction between Phe706 (purple) and the hydrophobic binding pocket (orange) containing the key residue Tyr665 (purple). **(D)** STAT5A model highlights the canonical SH2 docking interaction between the phospho-Tyr694 (purple) of the STAT5A C-terminal tail and the canonical SH2 binding pocket of a second STAT5A (orange).

We predicted the energetic contribution of each residue in the structures of both STAT5A and STAT5B homodimers using COORDinator that is a neural network trained to take as input a protein backbone structure and output a sequence compatible with that backbone (Li et al, 2023). The version of COORDinator that we used was fine-tuned to predict the effects of amino acid substitutions on protein stability (Tsuboyama et al, 2023) using only the backbone structure as input. To distinguish energetic contributions specific to dimerization from more general contributions to domain stability, we compared the predicted energies of the STAT5B and STAT5A SH2 domain residues with and without their homodimeric counterparts (Fig S3A and B). This approach highlighted key residues within the C-terminal tail that form the antiparallel dimeric interface, as well as amino acids C-terminal to the phosphorylated Y699 in STAT5B (Fig 1C and D). We also used COORDinator to predict the energies of intramolecular interactions between the STAT5B C-terminal tail and the SH2 domain (Fig S3C). This approach highlighted STAT5B^F711^ as making the greatest contribution to stabilizing the intramolecular interactions that support the dimer conformation (Fig 1E and F). Most substitutions to STAT5B^F711^ and interacting residues such as STAT5B^Y665^ were predicted to destabilize the intramolecular interaction (Fig 1G). Importantly, the STAT5B^Y665H^ substitution introduces an imidazole and was predicted by COORDinator to destabilize binding of the C-terminal tail (Fig 1G). In contrast, STAT5B^Y665F^ was predicted to stabilize the structure, perhaps by promoting intramolecular aromatic stacking interactions with STAT5B^F711^.

**Figure S3.**
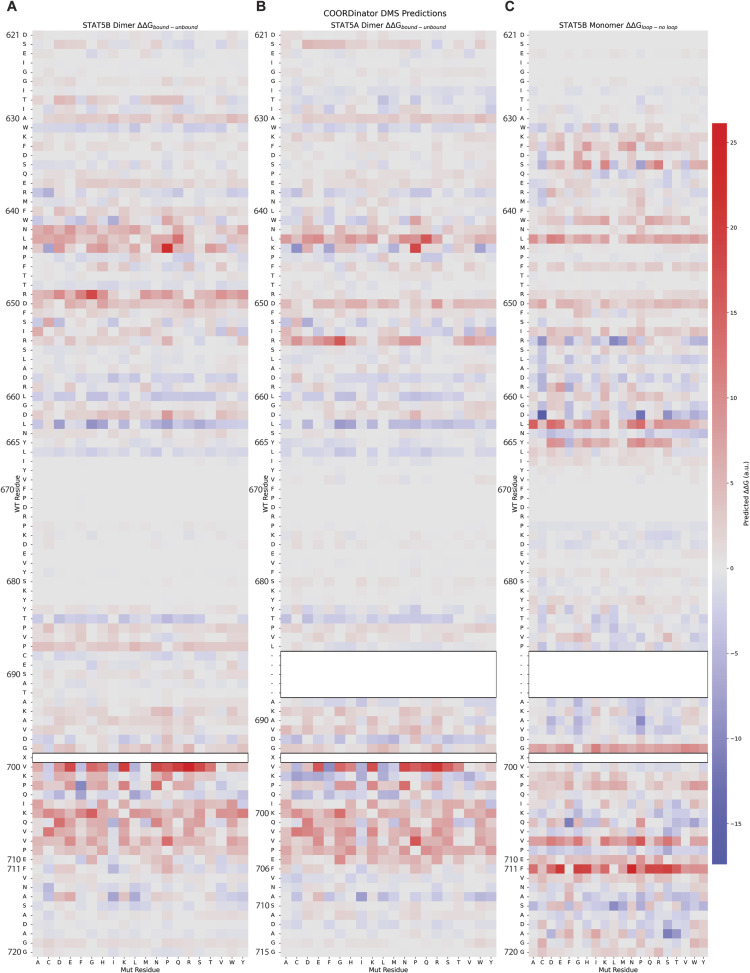
Energetic contributions of STAT5 SH2 domain residues to dimerization and intramolecular interactions as predicted by COORDinator. Heatmaps depicting the energetic consequences of amino acid substitutions at each residue as predicted by COORDinator using AlphaFold3-generated structures. Relative mutational effects are annotated using arbitrary units with stabilizing mutations (−∆∆G) depicted in blue and destabilizing mutations depicted in red (+∆∆G). The intensity of the color corresponds to the extent of the change. Values for STAT5A^pY694^ and STAT5B^pY699^ are not included because of the inability of COORDinator to model posttranslational modifications. **(A)** Energetic contributions of STAT5B residues to SH2 homodimerization. **(B)** Energetic contributions of STAT5A residues to SH2 homodimerization. Residues 688–692 are not present in STAT5A. **(C)** Energetic contributions of STAT5B residues to interaction with the C-terminal tail, when the tail is modeled as a separate chain. Residues 688–692 were not modeled to ensure the tail is properly seen by the model as a separate chain.

To further evaluate the potential pathogenicity of these two mutations, we employed multiple state-of-the-art computational prediction tools. AlphaMissense (Cheng et al, 2023) predicted mild functional impact for both mutations with scores of 0.173 and 0.383 for STAT5B^Y665F^ and STAT5B^Y665H^, respectively, categorizing them as benign. However, the Combined Annotation Dependent Depletion (CADD) (Rentzsch et al, 2019) PHRED scores of 24.3 (STAT5B^Y665F^) and 23.1 (STAT5B^Y665H^) suggested potential deleterious effects, as scores above 20 are often considered impactful. Rare Exome Variant Ensemble Learner (REVEL) (Ioannidis et al, 2016) analysis yielded scores of 0.535 for STAT5B^Y665F^ and 0.304 for STAT5B^Y665H^, indicating a higher probability of pathogenicity for STAT5B^Y665F^. Notably, PolyPhen-2 (Adzhubei et al, 2013) showed marked differences between the mutations, with STAT5B^Y665F^ scoring 0.93 (probably damaging) and STAT5B^Y665H^ scoring 0.084 (benign). In summary, different tools provided a range of pathophysiological predictions for the mutants. Only COORDinator, the only tool that uses structural modeling to predict energetic effects rather than pathogenicity, gave predictions that fully match the experimental results.

### STAT5B^Y665F^ but not STAT5B^Y665H^ activates genetic programs in CD4^+^ T cells in vitro

To assess the impact of the STAT5B^Y665F^ and STAT5B^Y665H^ mutations on the transcriptional activity of STAT5B, we measured gene expression in *Stat5a/b*^−/−^ T cells reconstituted with either WT or mutant STAT5B. Naïve T cells were purified from lymph nodes and spleens of WT or *Stat5a/b*^−/−^ mice (Cui et al, 2004), activated in vitro, and transduced with retroviral vectors encoding WT STAT5B, STAT5B^Y665F^, and STAT5B^Y665H^ (Fig 2A). 

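The RNA-seq data of this experiment came from CD4+ T cells cultured for 48 h after transduction with one of 5 retroviral vectors, namely the empty vector or one encoding STAT5B, STAT5B N642H, STAT5B Y665F or STAT5B Y665H. Each vector was sequenced in 3 libraries from Stat5a/b-null cells and in 3 libraries from WT cells. The authors aligned the reads to the mouse genome, counted them on genes with HTSeq and deposited the counts without normalization. In the null cells, the lowest, median and highest number of reads counted on genes per library were 26834419, 33444467 and 36932724 with the empty vector, 24437975, 37473883 and 45211427 with STAT5B, and 19735230, 37547284 and 48757430 with N642H. They were 24363231, 32953907 and 43560815 with Y665F and 28606837, 30968887 and 43062433 with Y665H. In the WT cells, these numbers were 34374628, 44897807 and 47040687 with the empty vector, 33761977, 44125686 and 48821084 with STAT5B, and 18825994, 34807288 and 48951215 with N642H. They were 25675727, 33711464 and 43903051 with Y665F and 26174404, 32019581 and 49850689 with Y665H. In most groups the libraries therefore differed in depth by more than the group medians did, and counts were scaled with edgeR's TMM factors. The 20113 genes with at least 10 reads over the null libraries, and the 20509 such genes of the WT libraries, were tested in a separate fit for each background. Genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change beyond 1 in either direction were taken as DEGs. Deviations from the group means went together in null libraries with the same replicate number, so values with the replicate number as a block are given where the block changes a call.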

STAT5B^N642H^, an established activating mutation identified in T-cell leukemia patients (de Araujo et al, 2019), was included as a positive control. 

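Stat5b lies on chromosome 11 of GRCm38 from 100780731 to 100850724 and next to its paralog Stat5a, which spans 100859351 to 100885169 on the opposite strand. With the empty vector, the level of Stat5b was 199 ± 13.2 CPM (SD, n = 3) in WT cells and 5.80 ± 3.21 CPM (SD, n = 3) in Stat5a/b-null cells, where CPM are counts scaled to the library size after TMM scaling. The null cells thus held 2.92% ± 1.61 (SD, n = 3) of the WT level, a reduction of 97.1%, and the single libraries lay between 1.43% and 4.63%. With 3 libraries against 3, the exact two-sided permutation test gave p = 0.1 without adjustment, the smallest p that this design allows. In the edgeR fit across both backgrounds, which tested 21975 genes, the log2 fold change of Stat5b was −5.12 (standard error 0.30, adjusted p = 3.6e-12). Scaling to the library total moved the reduction most among the other scalings, to 96.9%. Stat5a fell to 2.42% ± 1.55 (SD, n = 3) of its level of 156 ± 19.3 CPM (SD, n = 3) in WT cells.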

We confirmed an ∼98% reduction of *Stat5b* mRNA in *Stat5a/b*^−/−^ CD4^+^ cells as compared to WT cells using RNA-sequencing (RNA-seq) data, demonstrating efficient deletion of the *Stat5a/b* locus and providing a null background for testing the different mutants (Fig 2B). 

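In Stat5a/b-null cells, the level of Stat5b was 315 ± 60.4 CPM (SD, n = 3) with the STAT5B vector, 216 ± 39.2 CPM (SD, n = 3) with N642H, 281 ± 56.7 CPM (SD, n = 3) with Y665F and 268 ± 88.1 CPM (SD, n = 3) with Y665H. Relative to WT cells with the empty vector, these levels were 158.4% with STAT5B, 108.5% with N642H, 141.1% with Y665F and 134.8% with Y665H, and the libraries of the 4 constructs spanned 91.5% to 183%. Without N642H replicate 2, the level with N642H was 97.7%. Exact two-sided permutation tests against those WT cells gave p = 0.1 for STAT5B and for Y665F, p = 0.7 for N642H and p = 0.3 for Y665H, without adjustment. The files do not separate the reads of the vector from those of the locus. In WT cells, the 4 vectors brought the Stat5b level to between 211.5% and 248.8% of that with the empty vector. The Stat5a level of the null cells with the 4 constructs stayed between 2.09% and 4.60% of the WT level.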

Upon retroviral introduction of the various constructs, *Stat5b* mRNA levels were restored to near WT levels in the *Stat5a/b*^−/−^ cells. Notably, both positive control STAT5B^N642H^ and experimental STAT5B^Y665F^ induced surface expression of the two well-known STAT5 target genes *CD25* (*IL2rα*) and CD98 (Villarino et al, 2022), whereas STAT5B^Y665H^ failed to do so (Fig 2C). 

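Against the empty vector in Stat5a/b-null cells, edgeR's quasi-likelihood test found 96 DEGs with STAT5B, of which 72 were higher and 24 lower. With N642H, 579 genes differed, 318 of them higher and 261 lower, and with Y665F 476 genes differed, 279 of them higher and 197 lower. The Y665H construct raised 5 genes and lowered 0. Of the 20113 genes tested, 1021 passed an unadjusted p of 0.05, near the number that unchanged genes would give. That number was 1640 with the replicate number as a block. Dropping the fold-change minimum gave 305 genes for STAT5B, 2340 for N642H and 1927 for Y665F, the largest change for these 3, and left the count of Y665H at 5. With the replicate number as a block, 204 genes passed with STAT5B and 21 with Y665H. Single libraries set the size of the smaller lists. Without empty-vector replicate 3, 152 genes passed with STAT5B and 8 with Y665H, and without empty-vector replicate 1 the counts were 51 and 3. The STAT5B list also fell to 58 genes without empty-vector replicate 2, to 55 without STAT5B replicate 1 and to 53 without STAT5B replicate 2, and the Y665F list to 315 without Y665F replicate 2.

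**Figure D1:**
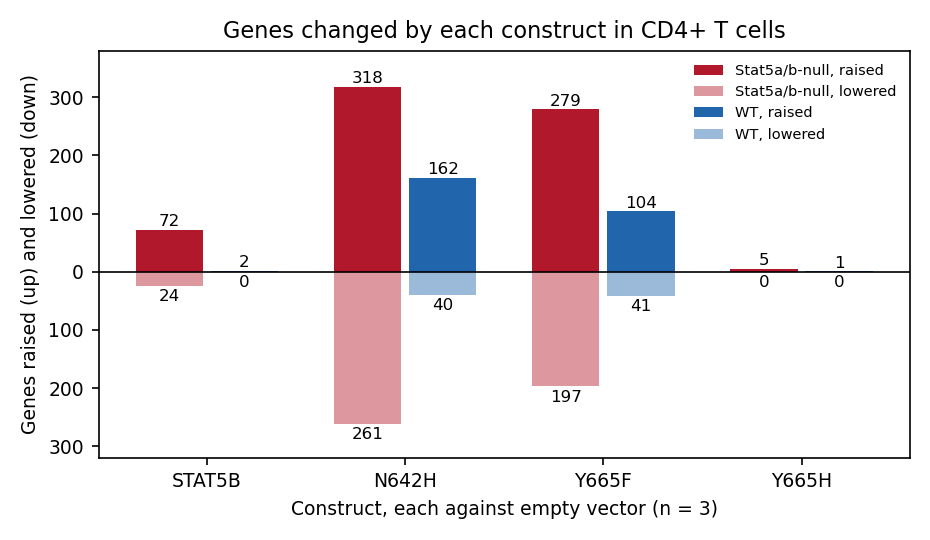
Number of DEGs (y axis, higher genes above 0 and lower genes below 0) for each construct against the empty vector (x axis) in Stat5a/b-null and WT CD4+ T cells, with 3 libraries per group. In WT cells, N642H raised 162 genes and lowered 40, Y665F raised 104 and lowered 41, STAT5B raised 2 and Y665H raised 1. The fits have no replicate block. With it, the totals in WT cells were 86 with STAT5B, 532 with N642H, 501 with Y665F and 1 with Y665H.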

Transcriptome analysis showed that WT STAT5B mobilized 141 differentially expressed genes (DEGs) versus “empty” retrovirus, whereas positive control STAT5B^N642H^ and experimental STAT5B^Y665F^ and STAT5B^Y665H^ induced 363, 318, and 23 genes, respectively (Table S2). Of the 318 genes mobilized by STAT5B^Y665F^, about one third (113 genes) are directly engaged by STAT5B as determined by ChIP-seq and are therefore considered bona fide STAT5B target genes (Table S2). Many DEGs (287) were shared between the positive control STAT5B^N642H^ and experimental STAT5B^Y665F^ mutants, indicating that, overall, these variants demonstrated similar transcriptional effects (Fig 2D; Table S2). 

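Of the genes higher with N642H than with the empty vector and those higher with Y665F, 262 were in both lists, and 148 lower genes were in both lists. Across the 11552 genes compared, which are not independent replicates, the log2 fold changes of N642H and Y665F correlated with r = 0.972. Both comparisons use the same empty-vector libraries, which alone makes them alike. In 20 simulations of 2 unchanged constructs against the same empty-vector libraries, the median number of shared higher genes was 0, at most 1 gene was shared, and the median r was 0.50, at most 0.524. With the replicate number as a block, 318 higher genes were shared. Leaving out single libraries gave between 192 shared genes, without Y665F replicate 1, and 308, without empty-vector replicate 3. All but 1 of the genes higher with STAT5B were also higher with Y665F (71 genes).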

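Socs2, on chromosome 10 of GRCm38 from 95385362 to 95417180, was at 5.15 ± 2.08 CPM (SD, n = 3) in Stat5a/b-null cells with the empty vector. It rose to 116 ± 27.6 CPM (SD, n = 3) with STAT5B, 290 ± 52.3 CPM (SD, n = 3) with N642H and 260 ± 77.2 CPM (SD, n = 3) with Y665F. The log2 fold changes of Socs2 over the empty vector were 4.48, 5.78 and 5.62 (standard errors 0.33, 0.35 and 0.34), with adjusted p = 3.59e-07, 2.37e-08 and 2.27e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cish, on chromosome 9 from 107296026 to 107302784, had log2 fold changes of 3.17 with STAT5B, 3.84 with N642H and 3.77 with Y665F, from 22.1 ± 10.3 CPM (SD, n = 3) with the empty vector. The log2 fold changes of Lta were 2.56 with STAT5B, 4.33 with N642H and 4.20 with Y665F (standard errors 0.33, 0.36 and 0.35), from 14.9 ± 2.82 CPM (SD, n = 3). Il2ra rose from 203 ± 52.1 CPM (SD, n = 3) with log2 fold changes of 2.12, 2.95 and 2.82 (standard error 0.22 for each). For Irf8 the log2 fold changes were 0.30 with STAT5B (adjusted p = 0.822), 1.27 with N642H (0.0654) and 1.41 with Y665F (0.0462), from 76.7 ± 61.6 CPM (SD, n = 3) with the empty vector. Each of these Irf8 values had a standard error of 0.43. With the replicate number as a block, Irf8 passed the threshold with N642H (adjusted p = 0.000779). The Irf8 call with Y665F was lost with RLE size factors (adjusted p = 0.0599), with DESeq2, with filterByExpr, in a fit of the groups compared alone, and without empty-vector replicate 1 (0.148) or 2 or any Y665F replicate. Without empty-vector replicate 1 the Irf8 value with STAT5B turned to −0.08, and without empty-vector replicate 3 Irf8 also passed with N642H, at a log2 fold change of 2.21. Compared directly with STAT5B, N642H raised Lta by 1.77 on the log2 scale (adjusted p = 0.0352), a call lost with filterByExpr (0.0754) and without 5 of the 6 libraries in turn. Y665F raised Lta by 1.64 over STAT5B (adjusted p = 0.101), which passed with the block (0.00314), DESeq2, no filter on low counts or without Y665F replicate 3 (0.00236).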

Common bona fide STAT5 target genes, such as *Socs2* and *Cish*, were activated up to several thousand-fold, whereas more cell-restricted genes, such as lymphotoxin alpha (*Lta*), *Irf8*, and the interleukin-2 receptor alpha (*Il2ra*), were induced up to 10-fold (Fig 2E–G). In contrast, STAT5B^Y665H^ failed to activate gene expression in the *Stat5a/b*^−/−^ background. These results demonstrate that STAT5B^Y665F^ and STAT5B^N642H^ have equivalent GOF capacity, whereas STAT5B^Y665H^ is a clear LOF mutation.

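The 5 genes raised by Y665H over the empty vector were Stat5b itself, Socs2, Akr1c18, Akr1c12 and Akr1c13, of which the last 2 were chosen after their values were seen. Socs2 reached 20.3 ± 6.36 CPM (SD, n = 3) with Y665H, a log2 fold change of 1.99 (standard error 0.31, adjusted p = 0.0185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This Socs2 call was lost with filterByExpr (adjusted p = 0.067), in a fit of the groups compared alone (0.284), and without empty-vector replicate 1 (0.16), empty-vector replicate 2 (0.116) or Y665H replicate 2 (0.0817). Akr1c18 rose by 3.90 on the log2 scale (adjusted p = 0.00317). Cish was at 65.2 ± 12.9 CPM (SD, n = 3) with Y665H, a log2 fold change of 1.56 (standard error 0.30, adjusted p = 0.142), and passed the threshold with the replicate number as a block (0.00794), with DESeq2 (0.0102), with no filter on low counts (0.0233) and without empty-vector replicate 3 (0.0266). Il2ra and Lta rose by 0.56 and 0.69 on the log2 scale, with adjusted p = 0.896 for each. Compared directly with STAT5B, the Y665H construct gave 4 higher and 26 lower genes, or 51 higher and 65 lower genes with the block. Socs2 (log2 fold change −2.50, adjusted p = 0.00108), Il2ra (−1.57, 0.00295) and Lta (−1.87, 0.0213) were among the lower genes. The Lta call was lost without STAT5B replicate 1 or 2 or Y665H replicate 1 or 3, with an adjusted p of up to 0.128. The list of Y665H against STAT5B held 6 genes without Y665H replicate 3 and 47 without Y665H replicate 2, and the fits without another library lay between these counts.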

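A direct comparison of Y665F with N642H in Stat5a/b-null cells gave 0 DEGs. At an unadjusted p of 0.05, 181 of the 20113 genes tested passed, fewer than unchanged genes would give. The count of DEGs was 0 under each alternative and without each of the 6 libraries. Against STAT5B, N642H gave 14 higher and 0 lower genes (1221 genes at an unadjusted p under 0.05), or 63 higher and 3 lower with the block. For Y665F against STAT5B, 1000 genes passed an unadjusted p of 0.05, near the number that unchanged genes would give, and 1967 with the block. Y665F gave 2 higher genes against STAT5B and 0 lower, or 38 higher and 1 lower with the block. These 2 genes, Nppc (log2 fold change 2.43, standard error 0.29, adjusted p = 0.00213) and Rai14 (1.40, 0.19, 0.00716), were also higher with N642H. The count for Y665F against STAT5B was 35 without Y665F replicate 3 and 0 without STAT5B replicate 2, and that for N642H was 25 without N642H replicate 3 and 3 without N642H replicate 2 or STAT5B replicate 2 or 3. From the shared DEGs of N642H and Y665F and the response of STAT5 target genes, the paper concludes that both have equivalent GOF capacity and that Y665H is a LOF mutation.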

**Figure 2.**
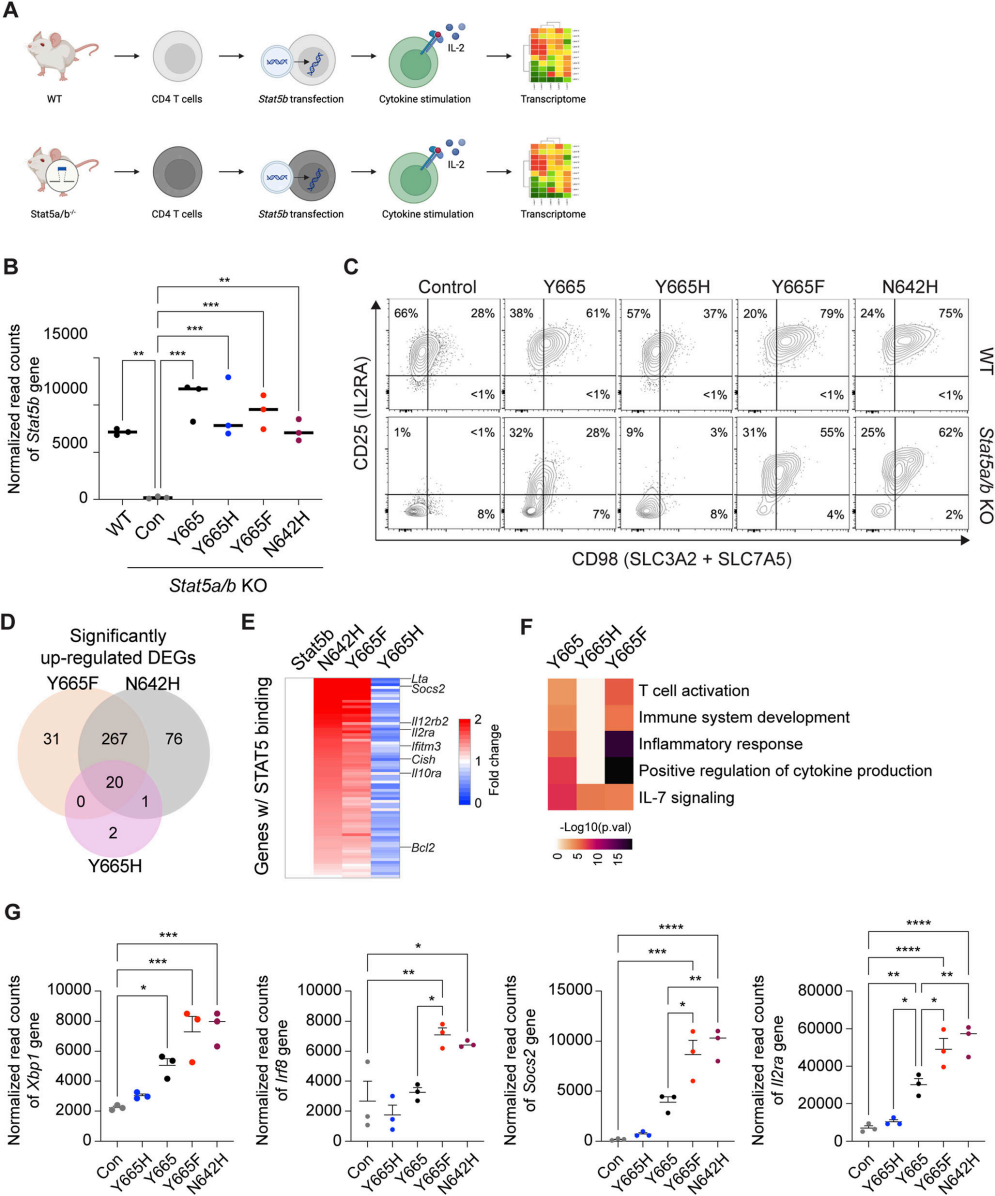
Transcriptomes activated by WT and STAT5B mutations in *Stat5a/b*-null T cells. **(A)** Schematic of the experimental approach to assess the impact of STAT5B^Y665^ mutations on naïve CD4 T cells from lymph nodes and spleens of WT or STAT5A/B-deficient mice. **(B)** Normalized read counts (TPM, tags per million) of the *Stat5b* gene in WT and *Stat5a*/b KO T cells transduced with a control (Con) retroviral vector or vectors encoding STAT5B, WT Y665, Y665F, Y665H, and N624H, evaluated by RNA-seq. **(C)** Representative flow cytometry contour plots showing CD4^+^ cell population (*n* = 3). **(D)** Venn diagram displaying the number of significantly induced genes by retroviral vectors encoding Y665F, Y665H, and N642H mutations compared with WT evaluated using RNA-seq. Cells were stimulated with IL-2 (*n* = 3). **(E)** Heatmaps showing fold changes of significantly up-regulated genes between N642H, Y665F, and Y665H on Stat5b (Y665) as 1 in STAT5A/B-deficient T cells. **(F)** Heatmap of genes expressed at significantly higher levels in each sample and significantly enriched in Gene Ontology (GO) terms. **(G)** Dot plots of the normalized read counts (TPM) for mRNA levels of five genes regulated by STAT5B. Results are shown as the means ± SEM of independent biological replicates. *P*-values are from one-way ANOVA with Tukey’s multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.0001, ****P < 0.0001.

Table S2. List of genes that are significantly up-regulated by Stat5b mutant plasmids in CD4^+^ T cells from STAT5-deficient mice.

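Each sheet of Table S2 lists, for one construct, the genes that the authors found raised over the empty vector in Stat5a/b-null cells, with the log2 fold change of each. All genes of the sheets for STAT5B (141 genes), N642H (363), Y665F (318) and Y665H (23) were also higher than with the empty vector when the deposited counts were fitted with edgeR. Of these, 68, 264, 237 and 5 were DEGs here, and 108, 318, 281 and 11 with DESeq2. The median log2 fold change of the listed genes was 1.60 here against the paper's 1.65 for STAT5B, 1.62 against 1.67 for N642H, 1.64 against 1.68 for Y665F and 1.56 against 1.56 for Y665H.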

### Introduction of *Stat5b*^Y665F^ and *Stat5b*^Y665H^ into the mouse genome

To investigate in vivo consequences of the STAT5B^Y665F^ and STAT5B^Y665H^ mutations, we introduced them into mouse genome using CRISPR/Cas9 and base editing (see the Materials and Methods section for details). Of note, although the expected 25% homozygous mating was obtained from *Stat5b*^Y665H^ heterozygous mating, only 13% homozygosity was obtained by breeding heterozygous *Stat5b*^Y665F^ mice (Lee et al, 2025). The reason for the loss of ∼50% of the homozygous mice is not known. Both ex vivo and in vivo studies were performed (Fig 3A). Although homozygous *Stat5b*^Y665F^ and *Stat5b*^Y665H^ mice displayed an overall normal appearance at the time of weaning, the latter had a retarded body growth, consistent with suboptimal growth hormone signaling in the presence of a LOF Stat5b mutation. An especially progressive and morbid form of ulcerative dermatitis, reminiscent of the type known to occur in the inbred C57BL/6 strain, developed in the *Stat5b*^Y665F^ mice necessitating humane euthanasia of both heterozygous and homozygous mice at early ages. Notably, the condition developed at a significantly earlier age in the homozygous as compared to heterozygous mice (Fig 3B). In contrast, homozygous *Stat5b*^Y665H^ mice did not develop either dermatitis or any other condition requiring early euthanasia over the first year of life. Both heterozygous and homozygous *Stat5b*^Y665F^ mice demonstrated splenomegaly as compared to WT mice, whereas significantly smaller spleens were observed in homozygous *Stat5b*^Y665H^ mice (Fig 3C).

**Figure 3.**
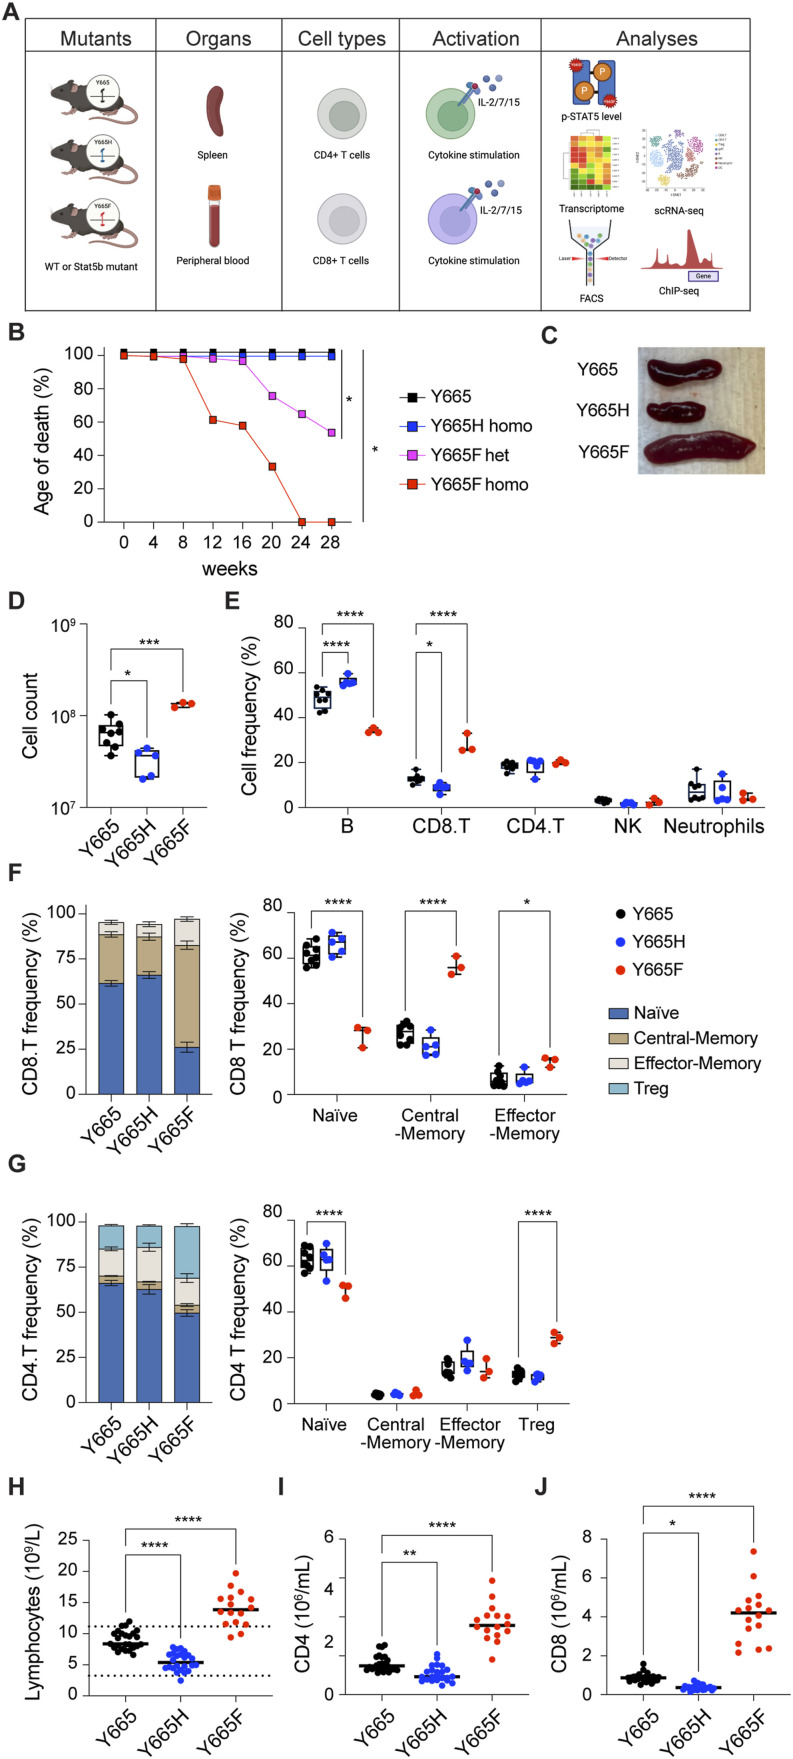
Altered T-cell distribution in spleens of *Stat5b* mutant mice. **(A)** Schematic illustration of the experimental approach. The *Stat5b*^*Y665*^ variants were introduced into the mouse genome, and T cells and stem cells from immune system organs. Intact or cytokine-stimulated cells were subjected to Western blot, RNA-seq, scRNA-seq, FACS, and ChIP-seq analyses. **(B)** Kaplan–Meier curves exhibiting the age of death. Y665, *n* = 101; Y665H, *n* = 187; Y665F^+/−^, *n* = 217; Y665F^−/−^, *n* = 46. **(C)** Images of spleens from WT and mutant mice. **(D)** Box plots showing the total cell number in spleen from WT and mutant mice analyzed via flow cytometry (Y665, *n* = 8; Y665H, *n* = 5; Y665F, *n* = 3). *P*-values are from one-way ANOVA with Tukey’s multiple comparisons test. Median, middle bar inside the box; IQR, 50% of the data; whiskers, 1.5 times the IQR. **(E)** Percentages of B cells, CD4 T cells, CD8 T cells, NK cells, and neutrophils were calculated using FACS. **(F, G)** Percentages of CD8 and CD4 subpopulations. *P*-values are from two-way ANOVA with Tukey’s multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.0001, ****P < 0.0001. **(H)** Total lymphocyte counts in peripheral blood from 7 to 10-wk-old adult WT and mutant mice. Results are shown as the median of independent biological replicates (Y665, *n* = 25; Y665H, *n* = 24; Y665F, *n* = 16). **(I, J)** Numbers of CD4^+^ and CD8^+^ T cells identified by flow cytometry. Results are shown as the median of independent biological replicates. Statistical significance was assessed using one-way ANOVA followed by Tukey’s multiple comparisons test.

### Increased CD8^+^ central memory cells and CD4^+^ Tregs in splenocytes from *Stat5b*^Y665F^ mice

To address the question of which cell populations were present in the differentially sized spleens of the *Stat5b*^Y665F^ and *Stat5b*^Y665H^ mice, we quantified splenic immune cell populations, focusing on effector, regulatory, and memory T cells using flow cytometry (Figs 3D–G and S4B). Homozygous *Stat5b*^Y665F^ mice exhibited a significantly increased total splenocyte number, whereas *Stat5b*^Y665H^ mice displayed a significant reduction in cell numbers as compared to WT controls (Fig 3D). Total CD8^+^ cells were expanded in *Stat5b*^Y665F^ mice but significantly reduced in *Stat5b*^Y665H^ mice (Figs 3E and S4B). No significant differences were observed in the cell numbers of CD4^+^ and neutrophil populations, and natural killer (NK) cells in the two mutants as compared to WT controls. Central and effector memory cells, crucial for long-term immunological memory, immune surveillance, and response within peripheral tissues, were significantly and selectively elevated within the CD8^+^ T-cell compartment in the *Stat5b*^Y665F^ mice (Figs 3F and S4B). In contrast, these findings were not present in the CD4^+^ T-cell compartment. Regulatory T cells (Tregs) showed extensive expansion in *Stat5b*^Y665F^ mice (Figs 3G and S4B), whereas reduced STAT5B function in *Stat5b*^Y665H^ mice was not associated with significant changes in Treg numbers. We then investigated whether or not similar changes in T-cell compartments could be identified in peripheral blood. Similar to the spleen, we noted a significant increase in lymphocytes, and CD8^+^ and CD4^+^ T cells in 2-mo-old homozygous *Stat5b*^Y665F^ mice and a significant decrease in *Stat5b*^Y665H^ mice (Fig 3H–J). To test whether or not these differences were stable with age, repeat assays were performed on 11-mo-old mice. At that timepoint, because of the necessity for humane euthanasia at earlier ages in the *Stat5b*^Y665F^ homozygous mice, only heterozygous *Stat5b*^*Y665F*^ mice were available for comparison with the homozygous *Stat5b*^Y665H^ mice. Findings in older heterozygous *Stat5b*^Y665F^ mice resembled those found in younger homozygous *Stat5b*^Y665F^ mice, and no significant differences between younger and older *Stat5b*^Y665H^ mice were found (Figs S5A–G and S6A–J). No signs of leukemia were observed in homozygous *Stat5b*^Y665F^ mice at 2 mo of age (the oldest age cohorts of mice could be followed before the development of complicating dermatitis), and heterozygous *Stat5b*^Y665F^ and homozygous *Stat5b*^Y665H^ mice by 11 mo of age.

**Figure S4.**
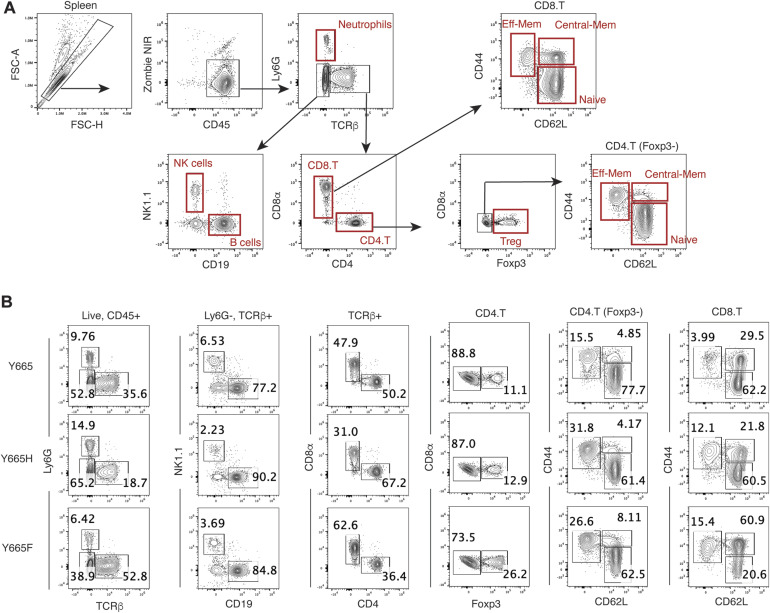
Gating strategy and representative FACS plots for Fig 5.**(A)** Gating strategy of immune populations in the spleen for plots in Fig 3. All populations were gated from singlet, live, and CD45^+^ cells. Neutrophils are Ly6G+. NK cells are Ly6G− TCRβ− CD19− NK1.1+. CD8 T cells are Ly6G− TCRβ+ CD8α+ CD4−. CD4 T cells are Ly6G− TCRβ+ CD8α− CD4^+^. Tregs are Foxp3+ CD4 T cells. CD8 T-cell and CD4 T-cell subsets were identified by CD62L versus CD44 expression as follows: naïve are CD62L+ CD44−, central memory are CD62L+ CD44^+^, and effector memory are CD62L− CD44^+^. **(A, B)** Representative FACS plots for populations identified in (A) for Y665, Y665H, and Y665F mice. Plot titles represent the population from which the plots are gated from.

**Figure S5.**
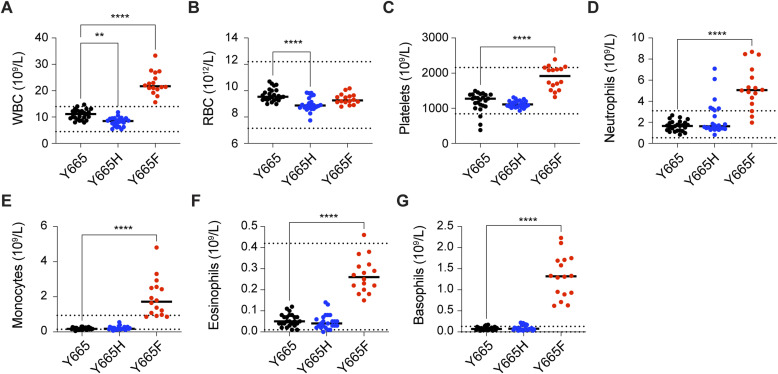
Hematological parameters and altered immune phenotypes of Stat5b mutant mice. **(A, B, C, D, E, F, G)** Count of blood cells in peripheral blood from 7- to 10-wk-old adult WT and mutant mice. **(A, B, C, D, E, F, G)** Count of white blood cells (A), red blood cells (B), platelets (C), neutrophils (D), monocytes (E), eosinophils (F), and basophils (G). Results are shown as the median of independent biological replicates (Y665, *n* = 25; Y665H, *n* = 24; Y665F, *n* = 16). *P*-values are from two-way ANOVA with Tukey’s multiple comparisons test. *P < 0.05, **P < 0.01, ***P < 0.0001, ****P < 0.0001.

**Figure S6.**
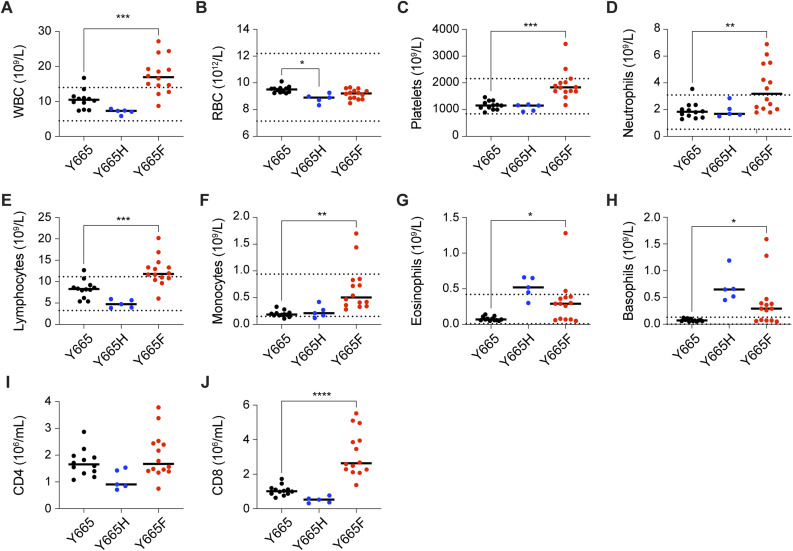
Hematological parameters and altered immune phenotypes of Stat5b mutant mice. **(A, B, C, D, E, F, G, H)** Count of blood cells in peripheral blood from 11-mo-old adult WT and mutant mice. Results are shown as the median of independent biological replicates (Y665, *n* = 12; Y665H, *n* = 5; Y665F, *n* = 14). **(I, J)** Numbers of subpopulation of immune cells identified by flow cytometry. Results are shown as the median of independent biological replicates (*n* = 5). Statistical significance was assessed using one-way ANOVA followed by Tukey’s multiple comparisons test.

### Expansion of central memory T cells in *Stat5b*^Y665F^ mice

To further investigate the effects of mutant Stat5 on gene expression in T cells, we isolated CD45^+^ cells from spleens of WT and mutant mice and performed single-cell RNA sequencing (scRNA-seq). CD45^+^ is a major transmembrane glycoprotein expressed on all nucleated hematopoietic cell and a well-established white blood cell marker. After identifying key T-cell populations (Fig 4A), we noted that total CD8^+^ cells were expanded in *Stat5b*^Y665F^ mice and reduced in *Stat5b*^Y665H^ mice, as were B cells and monocytes (Fig 4B). Central memory T cells (Tcm) were significantly expanded in Stat5b^Y665F^ mice compared with WT or Stat5b^Y665H^ mice, similar to the flow cytometry results (Fig 4C). Known Stat5-regulated genes were also enriched in *Stat5b*^Y665F^ Tcm including *Gzmb*, *Cish*, and *Il12rb* (Fig 4D). The scRNA-seq also revealed an expansion of CD4^+^ T_regs_ exclusively in *Stat5b*^Y665F^ mice (Fig 4E), with the expression of Stat5-dependent genes associated with cellular homeostasis, Th17 cell differentiation, and inflammatory responses in these cells (Fig 4F and G). These findings highlight the distinct roles of activating and inactivating STAT5B mutations in shaping T-cell subtypes and their functional states.

**Figure 4.**
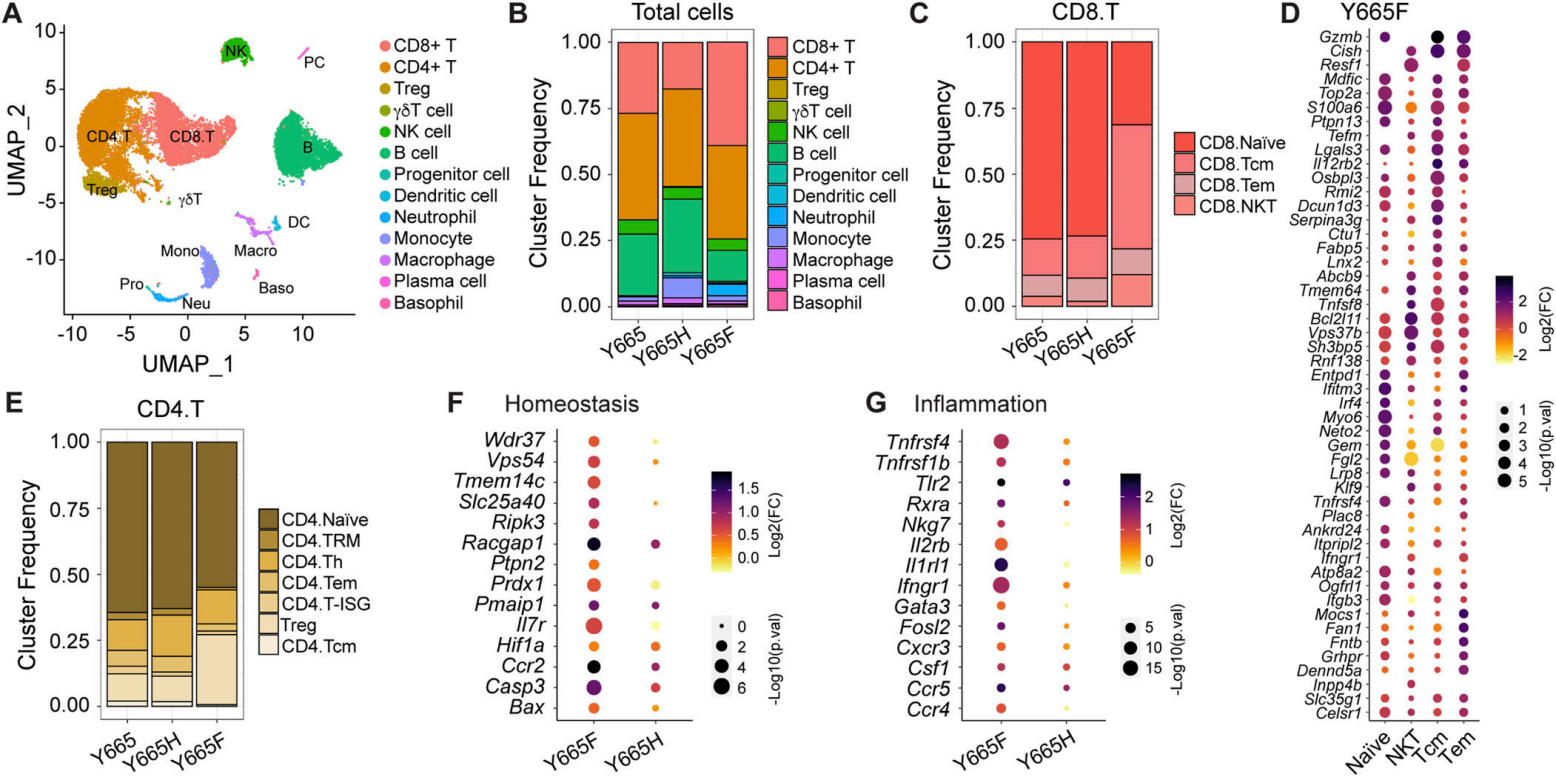
Immune dynamics in spleen analyzed using scRNA-seq. **(A)** Uniform Manifold Approximation and Projection graph of scRNA-seq data from lymph nodes of WT and mutant mice, colored by cell population (*n* = 1 combined sample from three mice of each group). **(B)** Heatmap of cell population. **(C)** Frequencies of CD8 subtypes: Tcm (central memory T cells), Tem (effector memory T cells), and NKT (NK-like T cells). **(D)** Dot plot of differentially expressed genes related to cytokine signaling and T-cell activation in CD8 T-cell subsets. **(E)** Frequencies of CD4 subtypes: TRM (tissue-resident memory T cells), Th (helper T cells), and Treg (regulatory T cells). **(F, G)** Categorical scatter plot of relative gene expression values of differentially expressed genes related to homeostasis (F) and inflammatory response (G) in regulatory CD4 T-cell subpopulations.

### STAT5B^Y665F^ demonstrates enhanced STAT5B^Y699^ tyrosine phosphorylation upon interleukin stimulation

Phosphorylation of tyrosine 694 in STAT5A and tyrosine 699 in STAT5B is required for transcriptional capacity and immune cell regulation (Lin et al, 2024). To gauge the impact of the two STAT5B mutations, we cultured spleen-derived primary T cells from WT and mutant mice with IL-2, IL-7, and IL-15, and measured phospho-STAT5B^Y699^ (pY-STAT5B) by flow cytometry (Fig 5A and B). All three interleukins induced STAT5B^Y699^ tyrosine phosphorylation in the STAT5B^Y665F^ but not the STAT5B^Y665H^ mutant CD4^+^ and CD8^+^ T cells. Importantly, STAT5B^Y699^ phosphorylation levels were significantly higher in stimulated *Stat5b*^Y665F^ mutant cells compared with stimulated WT controls. This difference was most prominent in CD4^+^ cells, where pY-STAT5B levels in *Stat5b*^Y665F^ mutant cells exceeded WT levels by 5–10-fold in the total CD4^+^ and CD8^+^ T-cell populations (Fig 5B). Relative basal expression levels of components of the respective receptors for IL-2, IL-7, and IL-15 in spleen-derived T cells without stimulation from *Stat5b*^Y665^*, Stat5b*^Y665H^, and *Stat5b*^Y665F^ mice demonstrated that expression levels of *Il2ra* (CD25) were significantly lower in the *Stat5b*^Y665^ and *Stat5b*^Y665H^ T cells as compared to *Stat5b*^Y665F^ mice (Fig 5C). 

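The unstimulated RNA-seq data comprise 16 spleen libraries from mice aged 2 months, 4 from WT, 5 from Stat5b Y665H and 7 from Stat5b Y665F mice. The authors deposited unnormalized HTSeq counts. The lowest, median and highest number of reads on genes per library were 26729520, 29441053.5 and 33739673 for WT, 31020012, 32710920 and 43330536 for Y665H, and 24203179, 27375317 and 38306655 for Y665F, and between 62.8% and 69.4% of the counted reads were assigned to no gene. The 19418 genes with at least 10 reads over these libraries were fitted together with edgeR. Receptor transcripts were compared on log2 CPM with a pseudocount of 1 by exact two-sided permutation tests, adjusted by the Benjamini-Hochberg method over the 15 comparisons of 5 genes.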

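Il2ra, on chromosome 2 of GRCm38 from 11642807 to 11693193, was at 34.5 ± 3.59 CPM (SD, n = 7) in Y665F spleens, 19.1 ± 3.21 CPM (SD, n = 4) in WT spleens and 11.1 ± 4.13 CPM (SD, n = 5) in Y665H spleens. The log2 difference of Y665F from Y665H was 1.61 (exact permutation p = 0.00126, the smallest this comparison allows, adjusted p = 0.00473), and that from WT was 0.83 (p = 0.00303, the smallest possible, adjusted p = 0.00758). In both comparisons 7 of 7 Y665F libraries lay above every other library. Il2rb was higher in Y665F than in Y665H spleens by 1.40 and than in WT spleens by 0.94 on the log2 scale, also in 7 of 7 libraries and with the same adjusted p by the exact permutation test. Il2rg was higher in Y665F than in Y665H spleens by 0.60 (adjusted p = 0.00473 by the exact permutation test) and differed from WT by 0.08 (adjusted p = 0.321). The Il15ra differences of Y665F were 0.17 from Y665H (exact permutation, adjusted p = 0.155) and 0.00 from WT (adjusted p = 0.976). Without Y665H replicate 1, the Il15ra difference of Y665F from Y665H was 0.26 and past the threshold (exact permutation, adjusted p = 0.0357). Expressing each receptor relative to the mean of a 12-gene T cell list moved these values most. The Il2ra difference from WT was then 0.25 (exact permutation, adjusted p = 0.062), and the differences of Y665F from Y665H turned negative for Il2rg (−0.43) and Il15ra (−0.85).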

The higher expression levels of *Il2ra* in the *Stat5b*^Y665F^ mice could be considered secondary to both the lower proportion of naïve T cells in this population (Fig 3F and G) and the proposed enhanced dimer stabilization mediated by the substitution of phenylalanine for the tyrosine residue (Fig 1G), both of which would be hypothesized to occur if *Stat5b*^Y665F^ represents a GOF mutant. In contrast to the differences shown in the *Stat5b*^Y665F^ mice, the relative proportions of naïve T cells in T-cell populations derived from *Stat5b*^Y665^ WT and *Stat5b*^Y665H^ mutant mice were relatively similar (Fig 3F and G), but expression levels of *Il2ra* and *Il7r* were significantly lower in the *Stat5b*^Y665H^ as compared to the *Stat5b*^Y665^ mice. Both the lower expression levels and the absence of significant STAT5 phosphorylation after cytokine stimulation are consistent with the notion that STAT5B^Y665H^ could represent a LOF mutant.

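Il7r was at 178 ± 25.7 CPM (SD, n = 4) in WT, 89.2 ± 12.8 CPM (SD, n = 5) in Y665H and 205 ± 24.7 CPM (SD, n = 7) in Y665F spleens. The log2 difference of Y665H from WT was −0.99, with 5 of 5 Y665H libraries below every WT library (exact two-sided permutation p = 0.00794, the smallest that 5 against 4 allow, adjusted p = 0.017 over the 15 comparisons). Without Y665H replicate 2, 3, 4 or 5 the adjusted p of Il7r was 0.0536 by the same exact test, which then has fewer arrangements. For Il2ra the log2 difference of Y665H from WT was −0.78, with 4 of 5 Y665H libraries below every WT library (exact permutation p = 0.0397, adjusted p = 0.0595). With RLE size factors the Il2ra comparison had an adjusted p of 0.0476, and without Y665H replicate 1 it was −0.94 with an adjusted p of 0.0357, both by the exact permutation test. Relative to the T cell list, the Y665H differences from WT were −0.55 for Il7r (exact permutation, adjusted p = 0.017) and −0.33 for Il2ra (adjusted p = 0.119).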

**Figure 5.**
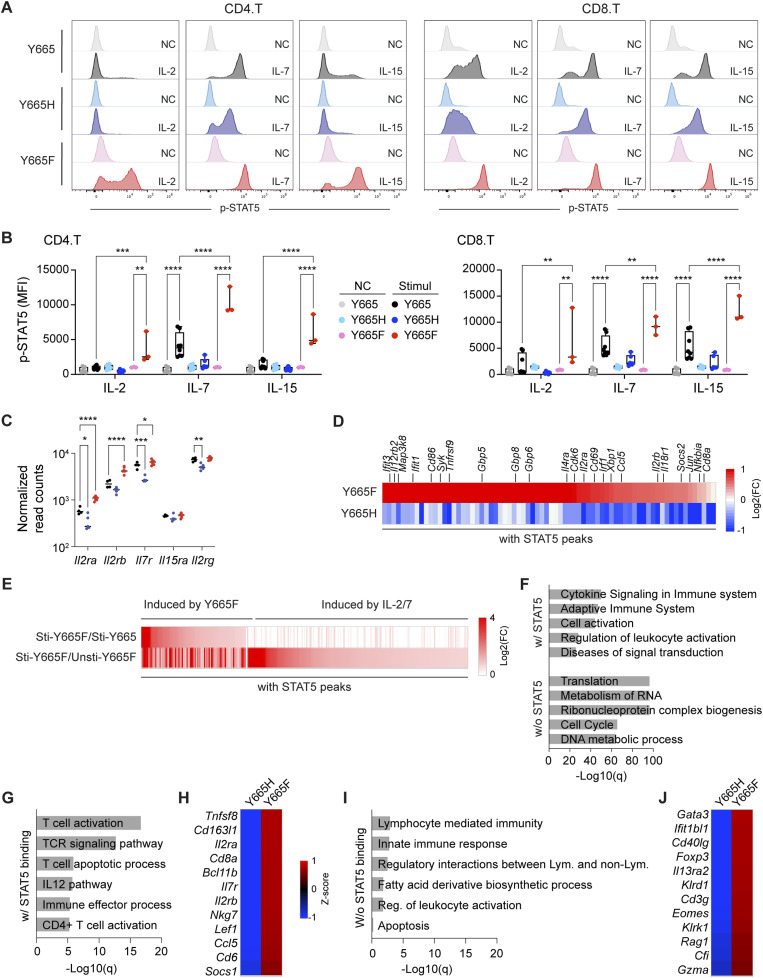
Opposing transcriptional activity of STAT5B^Y665F^ and STAT5B^Y665H^ at steady-state levels. **(A)** Representative histograms of the flow cytometry analyses (FACS) of phosphorylated STAT5 (pY-STAT5) in CD4^+^ and CD8^+^ T cells from *Stat5b*^Y665^ (Y665), and *Stat5b*^Y665H^ (Y665H) and *Stat5b*^*Y665F*^ (Y665F) mice after interleukin (IL)-2, IL-7, and IL-15 in vitro stimulation compared with no cytokine (NC) controls. **(B)** Dot blot graphs showing quantification of phospho-STAT5 levels in CD4^+^ and CD8^+^ T cells from multiple mice of each genotype from FACS (Y665, *n* = 8; Y665H, *n* = 6; Y665F, *n* = 3). *MFI*, median fluorescence intensity. *P*-values are derived from two-way ANOVA with Tukey’s multiple comparisons test. **P < 0.01, ***P < 0.0001, ****P < 0.0001. **(C)** Normalized read counts (TPM, tags per million) of interleukin-2 receptor subunit alpha (*Il2ra*), interleukin-2 receptor subunit beta (*Il2rb*), interleukin-17 receptor A (*Il17r*), interleukin-15 receptor subunit alpha (*Il15ra*), and interleukin-2 receptor subunit gamma (Il2rg) expression levels evaluated by RNA-seq in T cells from *Stat5b*^Y665^ (Y665), *Stat5b*^*Y665H*^ (Y665H), and *Stat5b*^*Y665F*^ (Y665F) mice in the absence of in vitro cytokine stimulation. **(D)** Heatmaps depicting fold changes of significantly differentially regulated genes from *Stat5b*^Y665F^ and *Stat5b*^*Y665H*^ mice. **(E)** Heatmaps depicting fold changes of significantly differentially up-regulated and enriched genes that demonstrate STAT5 binding on their regulatory elements from unstimulated or stimulated T cells from *Stat5b*^Y665^ WT and *Stat5b*^Y665F^ mutant mice (IL-2/7–stimulated Y665, *n* = 4; IL-2/7–stimulated Y665F, *n* = 4; IL-2/7–stimulated Y665F, *n* = 3). **(F)** Gene categories expressed at significantly higher levels from genes that demonstrate STAT5 binding on their regulatory elements in stimulated T cells from *STAT5B*^*Y665F*^ mice as compared to *Stat5b*^Y665^ mice. **(G, H)** Gene categories expressed at significantly higher levels from genes that demonstrate STAT5 binding on their regulatory elements in *STAT5B*^Y665H^ mice as compared to *STAT5B*^Y665F^ mice. **(I, J)** Gene categories significantly differentially up-regulated and enriched genes related to T-cell activation and apoptosis in *STAT5B*^Y665H^ as compared to *STAT5B*^Y665F^ mice (Y665H, *n* = 5; Y665F, *n* = 7).

### Opposing impact of STAT5B^Y665F^ and STAT5B^Y665H^ on transcriptional programs and enhancer establishment

To gain a more comprehensive understanding of the STAT5B^Y665F^ and STAT5B^Y665H^ mutants’ capacity to engage with the genome and activate biological programs, we conducted transcriptomic and ChIP-seq studies. A caveat of these studies is that proportions of T-cell subsets were altered by the expression of either the inhibitory STAT5B^Y665H^ or activating STAT5B^Y665F^ mutants. Most remarkably, there was the relative increase in central memory and the relative decrease in naïve CD8^+^ T cells in STAT5B^Y665F^ as compared to STAT5B^Y665^ and STAT5B^Y665H^ mice. This is compatible with the notion that some of the observed differences could be explained by differences in T-cell subset proportions rather than being directly attributed to differences in binding affinity. At the same time, subset differences were less marked between STAT5B^Y665^ and STAT5B^Y665H^ mice; therefore, alterations found there may have a stronger relationship with binding affinity. The data should be viewed as a representative of a total T-cell population composed of different proportions of T-cell subsets. 

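The RNA-seq data of splenic T cells comprise 15 libraries, 4 each of WT, Y665H and Y665F cells after 24 h with IL-2 and IL-7 and 3 of Y665F cells without interleukin. They were deposited as HTSeq counts without normalization. The lowest, median and highest number of reads on genes per library were 13695161, 18856548 and 27394249 for stimulated WT, 2017012, 4318848 and 15896125 for stimulated Y665H, 2851451, 14652129.5 and 21423720 for stimulated Y665F, and 7198500, 11938425 and 14809823 for unstimulated Y665F cells. Between 63.9% and 85.7% of the counted reads were assigned to no gene. This share was 63.9% to 72.55% for stimulated WT, 68.7% to 71.9% for stimulated Y665H and 77.7% to 85.7% for unstimulated Y665F libraries. In stimulated Y665F replicates 1 to 4 it was 67.6%, 72.8%, 84.0% and 79.6%. The share thus differed between groups that are compared, and its effect on the calls was not tested. After TMM scaling, the 22313 genes with at least 10 reads over these libraries were tested together in edgeR with the thresholds used for the CD4+ T cells.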

We performed “bulk” RNA-seq on splenic T cells isolated from *Stat5b*^Y665F^ and WT mice after IL-2/IL-7 stimulation. 

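Between stimulated Y665F and stimulated WT T cells, edgeR's quasi-likelihood test found 257 genes higher and 85 lower in Y665F cells, and 4620 genes passed an unadjusted p of 0.05. A RUVr factor in the fit moved the list most, to 880 higher and 528 lower genes. The scaling changed the balance of the list, since the median log2 fold change of all genes was −0.15 with TMM and −0.01 with RLE size factors, with which 390 genes were higher and 66 lower. Without Y665F replicate 4 the list held 93 genes, and without Y665F replicate 1 it held 809. The 4 Y665F libraries were unlike one another. Of the 257 higher genes, 150 were highest in Y665F replicate 3 and 81 in Y665F replicate 4. Fitted against WT alone, replicates 3 and 4 gave 1003 higher and 1260 lower genes and replicates 1 and 2 gave 5 genes in all, each higher. The median log2 rise of the 257 genes over the WT mean was 0.96, 1.05, 1.76 and 1.67 in Y665F replicates 1 to 4, all of which took part in choosing these genes. The T cell list averaged 7.31 ± 0.68 (SD, n = 4) log2 CPM in stimulated Y665F libraries and 8.06 ± 0.23 (SD, n = 4) in stimulated WT libraries, and a 12-gene B cell list 3.25 ± 1.87 (SD, n = 4) and 2.16 ± 0.96 (SD, n = 4). A neutrophil list averaged 2.30 ± 0.57 (SD, n = 4) in Y665F and 0.805 ± 0.158 (SD, n = 4) in WT libraries. Every Y665F library (1.92 or more) lay above every WT library (0.94 or less), and 6 of 11 neutrophil genes were higher DEGs. The largest rises among higher genes with no overlap between the groups were those of Mir6236 (4.73), Tarm1 (4.68) and Il1f9 (4.58). Also higher were Ifit3 (log2 fold change 2.02, standard error 0.33, adjusted p = 0.0034) and Il12rb2, and Il7r was lower (−1.35, 0.23, 0.00476). A list of 44 interferon-induced genes had a median log2 fold change of 0.78, with 36 genes higher, 11 as DEGs and 16 when adjusted over the list alone (camera, adjusted p = 9.01e-14; fry, 0.0394; camera with an estimated correlation, 0.207).

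**Figure D2:**
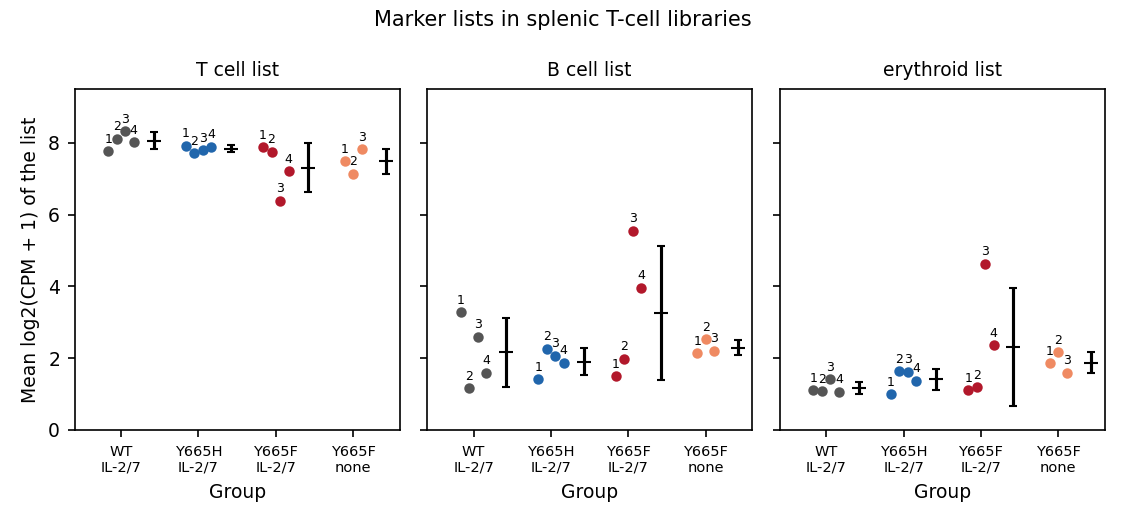
Mean log2(CPM + 1) of T cell, B cell and erythroid marker lists (y axis) in each library (points, numbered by replicate) of 4 groups of splenic T cells (x axis), with the mean and SD of each group beside the points. Stimulated Y665F replicate 3 has the highest B cell (5.55) and erythroid (4.64) values.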

10,010 up-regulated DEGs with STAT5 binding on their regulatory elements were identified in *Stat5b*^Y665F^ mice relative to WT controls, with particular enrichment in immune system processes and activation (Fig 5D–F; Table S3). These ex vivo experiments demonstrated the enhanced capacity of the STAT5B^Y665F^ mutant to activate bona fide STAT5 target genes, but this did not provide information on impact of the mutation on the steady-state physiology of immune programs in vivo. 

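The first 113 genes of the Y665F sheet of Table S2, which form a block of their own and whose number is the one the paper gives for genes bound by STAT5B in CD4+ T cells, were used as bona fide STAT5 targets. In stimulated Y665F against stimulated WT T cells, their median log2 fold change was 0.48 and 82 of them were higher. As DEGs, 16 were higher and 1 lower, and adjusted over the list alone 25 were higher and 1 lower. The preset-correlation camera test gave an adjusted p of 1.94e-08 for these genes over 165 set tests, which held with fry (0.0112) and not with an estimated correlation (0.125). Against unstimulated Y665F cells, the median log2 fold change of the targets was 1.07, with 93 of them higher (camera, adjusted p = 6.53e-43; fry, 4.23e-05; estimated correlation, 0.00592). Between stimulated and unstimulated Y665F cells, 507 genes were higher and 155 lower after stimulation. With RLE size factors these counts were 381 and 243, where the median of all genes moved from 0.13 to −0.01. No culture time is recorded for the unstimulated cells, so this contrast does not separate the interleukins from the 24 h of culture. Without unstimulated WT cells, it also does not show whether Y665F cells respond more than WT cells. From such target genes, the paper concludes that the Y665F mutant has an enhanced capacity to activate STAT5 targets.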

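A 12-gene B cell list averaged 8.30 ± 0.11 (SD, n = 4) log2 CPM in WT, 8.03 ± 0.27 (SD, n = 5) in Y665H and 8.11 ± 0.16 (SD, n = 7) in Y665F libraries of unstimulated spleen cells. The T cell list averaged 5.99 ± 0.12 (SD, n = 4) in WT, 5.55 ± 0.25 (SD, n = 5) in Y665H and 6.57 ± 0.19 (SD, n = 7) in Y665F libraries. In each of the 16 libraries the B cell list exceeded the T cell list, by 1.44 to 2.60 on the log2 scale. In the 15 libraries of splenic T cells, with or without interleukin, the difference lay between −6.95 and −0.84. A 12-gene erythroid list averaged 8.08 ± 1.07 (SD, n = 5) in Y665H, 6.23 ± 0.61 (SD, n = 4) in WT and 6.31 ± 0.72 (SD, n = 7) in Y665F libraries.

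**Figure D3:**
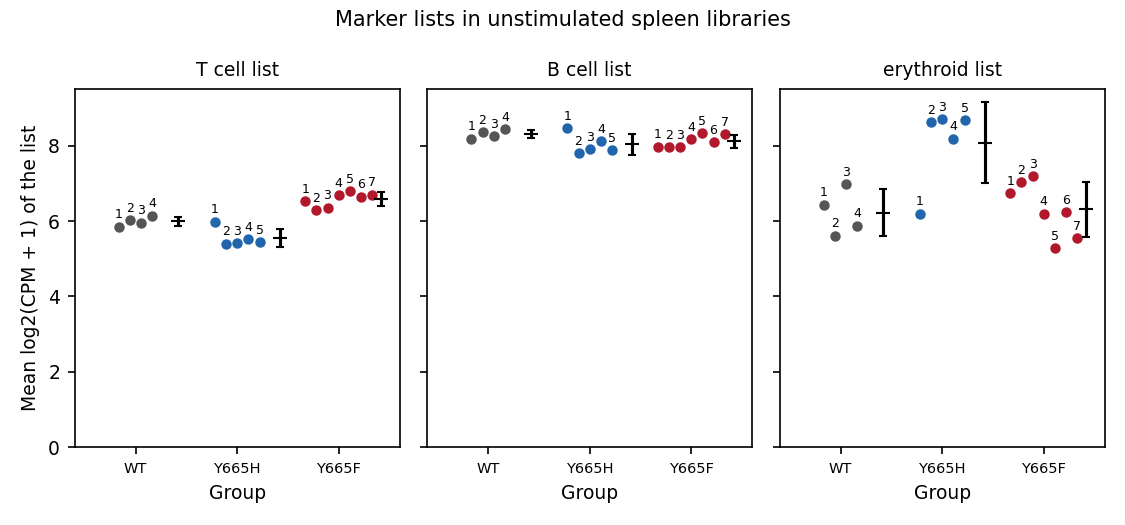
Mean log2(CPM + 1) of T cell, B cell and erythroid marker lists (y axis) in each unstimulated spleen library (points, numbered by replicate) of WT, Y665H and Y665F mice (x axis), with the mean and SD of each group beside the points. Y665H replicate 1 lies apart from the other Y665H libraries in the erythroid list (6.19).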

To address the impact of the two mutants on steady-state programs, we conducted bulk RNA-seq on T cells immediately upon their isolation, that is, without additional interleukin stimulation. The expression of ∼150 genes was elevated in *Stat5b*^Y665F^ splenocytes as compared to *Stat5b*^Y665H^ cells (Table S4). 

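Between unstimulated Y665F and Y665H spleen libraries, edgeR's quasi-likelihood test found 247 genes higher in Y665F and 778 higher in Y665H. Without the fold-change minimum, which moved the lists most, 2040 and 2975 genes passed. The 778 genes held all 12 genes of the erythroid list. Its median log2 fold change was −1.86 for Y665F against Y665H (camera, adjusted p = 1.79e-08; fry, 0.0111; estimated correlation, 0.264). The median log2 fold change of a list of 12 T cell genes was 1.00, with all 12 higher in Y665F (camera, adjusted p = 2.8e-27; fry, 2.46e-05; estimated correlation, 0.0359). All but 1 of the 247 genes (246) had a fitted fold change above that median, which the fold-change minimum nearly ensures. On log2 CPM with a pseudocount of 1, which shrinks the change of genes with few counts, 82 of them rose more than the mean of the list. Of the 149 genes in Table S4, all were higher in Y665F here and 141 were among the 247. Their median log2 fold change was 1.19 here against the paper's 1.23. Among higher genes with no overlap between the groups was Drc1, at 9.95 ± 0.83 CPM (SD, n = 7) in Y665F and 0.425 ± 0.159 CPM (SD, n = 5) in Y665H spleens, a log2 fold change of 4.57. Adam28 was lower, with a log2 fold change of −2.55.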

The STAT5-bound genes were enriched in T-cell activation and inflammatory response genes including genes typically induced by IFNs, compatible with the changes in T-cell subsets observed in the different mutants (Fig 5G–J).

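The STAT5-bound targets of CD4+ T cells, of which 112 were tested, had a median log2 fold change of 0.18 between Y665F and Y665H spleens, and 78 were higher in Y665F (camera, adjusted p = 8.46e-11; fry, 2.29e-05; estimated correlation, 0.0359). Of these, 13 were DEGs higher in Y665F and 3 lower, and the counts were the same when adjusted over the list alone. The interferon-induced genes had a median log2 fold change of 0.35, with 40 of 44 higher, 0 as DEGs above and 1 below (camera, adjusted p = 1.82e-12; fry, 0.00173; estimated correlation, 0.184). A list of 12 effector-memory CD8 genes had a median of 1.15, with all 12 higher and 7 as DEGs (camera, adjusted p = 2.82e-23; fry, 1.93e-05; estimated correlation, 0.0349). Cd8a rose by 1.39, Gata3 by 1.47 and Foxp3 by 1.23 on the log2 scale. The paper describes these changes as compatible with the T-cell subsets of the mutant mice.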

Table S3. List of significantly up-regulated genes in IL-2/7–stimulated T cells from spleen of STAT5B^Y665F^ and STAT5B^Y665H^ compared with IL-2/7–stimulated T cells from Y665 and unstimulated T cells from STAT5B^Y665F^ with normalized read counts at spleen tissue, log2 (fold change), their *P*-value, and adjusted *P*-value. List of genes with or without STAT5 binding on their regulatory elements.

Table S4. List of significantly up-regulated genes in STAT5B^Y665F^ compared to STAT5B^Y665H^ with normalized read counts at spleen tissue, log2 (fold change), their *P*-value, and adjusted *P*-value. List of genes with or without STAT5 binding on their regulatory elements.

To identify genes that are directly impacted by WT and the two mutant STAT5B proteins, we conducted ChIP-seq on splenic T cells stimulated with IL-2 and IL-7, and measured STAT5B, PolII, and H3K27ac occupancy. The data permitted the identification of candidate enhancers, both globally and at specific immune-regulated loci (Fig 6A–C). Approximately 4,400 STAT5B binding peaks coinciding with H3K27ac marks were identified in *Stat5b*^Y665F^ cells, whereas strikingly few sites bound by STAT5B were detected in *Stat5b*^Y665H^ cells, in agreement with the in silico predictions presented above that the STAT5B^Y665H^ variant would exhibit weakened dimerization strength through destabilization of the intramolecular binding with the C-terminal tail. Weakened dimerization strength would then compromise the ability of the STAT5B^Y665H^ variant to access the genome. In *Stat5b*^Y665F^ cells, STAT5B binding associated with H3K27ac marks at putative distal enhancers (1,465 genes), promoter regions (636 genes), intronic sequences (2,097 genes), and 3′UTR (229 genes) (Fig 6B; Table S5). Representative ChIP-seq data visualizing candidate enhancers located in the 5′ upstream region (*Cd8a*), promoter sequences (*Il18r1*), within introns (*Il2rb*), and 3′ flanking regions (*Il2rb*) are shown in Fig 6D. We also identified 155 STAT5B-bound enhancer clusters in Stat5b^Y665F^ cells (Fig 6C; Table S5), also referred to as super-enhancers or stretch enhancers. These enhancer clusters have been previously associated with pan-lineage STAT5 target genes, such as *Cish* and *Socs1*, and with lineage-specific genes, such as the *Il2ra* (Li et al, 2017), the *Osm-Lif* locus, and more cell-restricted loci (Shin et al, 2016; Lee et al, 2021; Lee et al, 2023). STAT5B binding was detected in the proximity of about 10% of the DEG in unstimulated splenic T cells and in approximately one half of the genes induced in primary splenic T cells cultured in the presence of interleukins (Table S4), suggesting that they are direct transcriptional targets. This group includes genes encoding key immune receptors, including *Il2ra* and *Il12rb2*, and key TFs, including *Stat1*, *Irf1*, and *Irf8* (Table S4). These findings further emphasize that STAT5B^Y665F^ is a GOF mutation and STAT5B^Y665H^ is largely inactive.

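In stimulated T cells, Il2ra was at 195 ± 42.1 CPM (SD, n = 4) in Y665F, 120 ± 28.6 CPM (SD, n = 4) in WT and 47.7 ± 22.2 CPM (SD, n = 4) in Y665H cells. Its log2 fold change was 0.70 for Y665F against WT (standard error 0.31, adjusted p = 0.206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.03 for Y665F against Y665H (0.33, 0.000551) and 2.35 for stimulated against unstimulated Y665F cells (adjusted p = 0.000261). Il12rb2 was at 102 ± 27.7 CPM (SD, n = 4) in Y665F, 28 ± 15.6 CPM (SD, n = 4) in WT and 20.9 ± 2.58 CPM (SD, n = 4) in Y665H cells, a log2 fold change of 1.86 for Y665F against WT (standard error 0.30, adjusted p = 0.00311). Against WT cells, the log2 fold change in Y665F cells was 0.51 for Irf1 (standard error 0.32, adjusted p = 0.352) and 1.53 for Irf8 (0.38, 0.0356). Irf8 did not pass with the replicate number as a block (adjusted p = 0.0517) or in a fit of the groups compared alone (0.0588), nor without WT replicate 2 (0.11), 3 or 4 or Y665F replicate 3 (0.101) or 4 (0.155). Against Y665H cells, it was 1.63 for Irf1 (adjusted p = 0.00315) and 3.12 for Irf8 (9.67e-05). In stimulated against unstimulated Y665F cells, Irf1 was higher by 2.41 and Irf8 by 2.51 on the log2 scale, with adjusted p = 0.000227 and 0.000836.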

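Stimulated Y665H and WT T cells differed in 16 genes, of which 6 were higher and 10 lower in Y665H cells (1981 genes at an unadjusted p under 0.05). Gzmb (log2 fold change −3.0, adjusted p = 0.00663 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Ecm1 (−2.04) and Gzma (−1.87, 0.0218) were lower. The Gzma call was lost in a fit of the groups compared alone (adjusted p = 0.138) and without Y665H replicate 2 (0.0677) or 4 (0.0886). Without Y665H replicate 4 the list held 0 genes, without Y665H replicate 3 it held 38, and with DESeq2 it held 90. Il2ra (−1.33, adjusted p = 0.144), Irf1 (−1.12, 0.273) and Irf8 (−1.59, 0.176) did not pass the threshold. With DESeq2 Il2ra (adjusted p = 0.0391) and Irf8 (0.0488) passed, Irf8 passed with a RUVr factor (0.0485), and without Y665H replicate 3 its value was −2.34 (0.0312). The STAT5-bound targets had a median log2 fold change of −0.52 in Y665H against WT cells, with 22 of 113 higher (camera, adjusted p = 3.13e-12; fry, 0.0112; estimated correlation, 0.0791). Between stimulated Y665F and Y665H cells, 765 genes were higher and 301 lower in Y665F, and the median of the targets was 1.12 with 95 of them higher (camera, adjusted p = 7.06e-23; fry, 0.000172; estimated correlation, 0.0349).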

**Figure 6.**
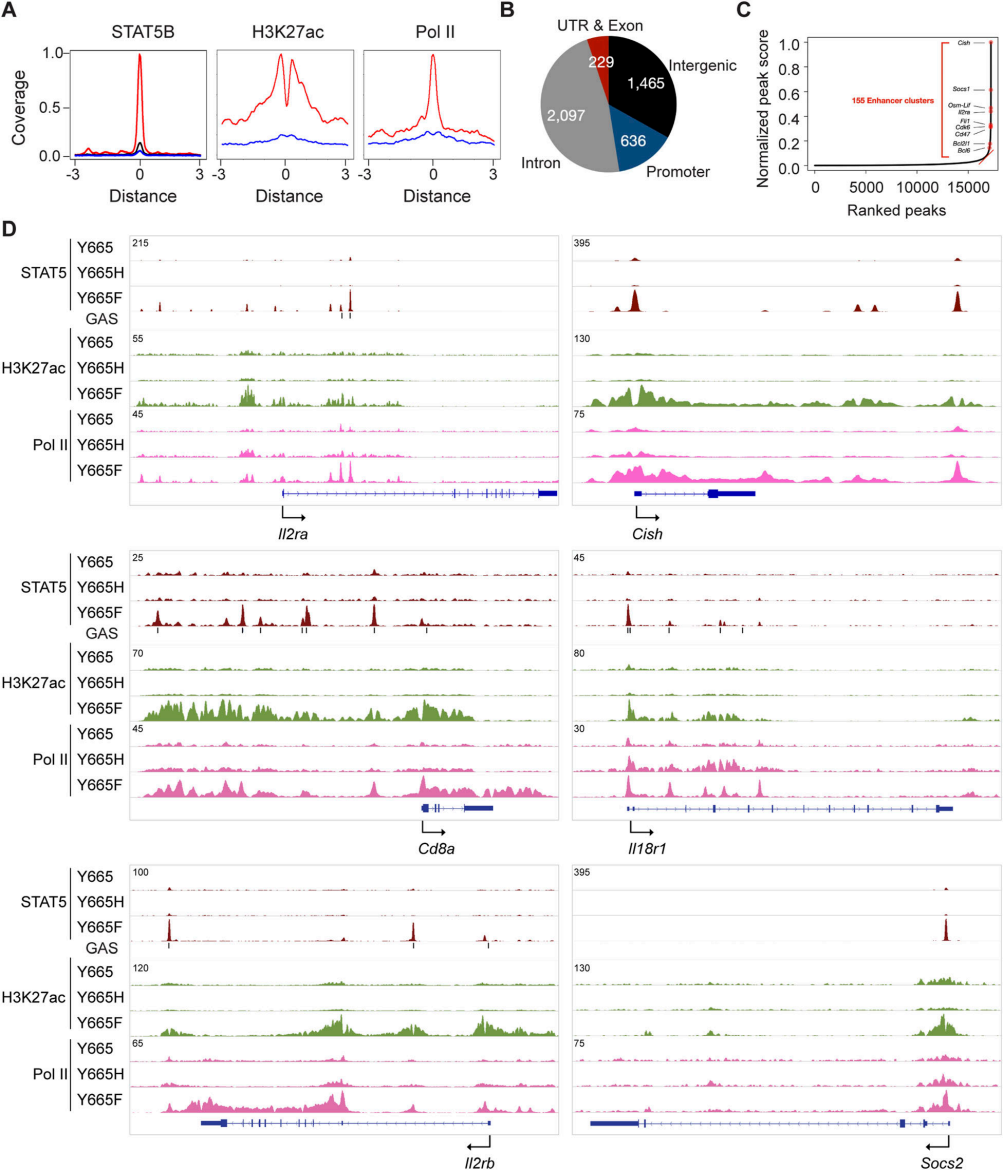
Inverse impact of STAT5B^Y665F^ and STAT5B^Y665H^ on the establishment of transcription enhancers and immune programs. **(A)** Coverage plots displaying the patterns of STAT5B binding, H3K27ac marks, and Pol II loading on promoters of genes with or without STAT5B binding (blue, Y665H; red, Y665F; *n* = 2–3). **(B)** Distribution of STAT5B binding peaks across genomic regions. ChIP-seq signals within ± 3kbp of STAT5B binding regions identified in IL-2/IL-7–stimulated T cells of Y665F mice shown as pie chart. **(C)** Enhancer cluster analysis using IL-2/7–stimulated T cells of Y665F mice. The y-axis indicates the normalized peak score (enhancer cluster score) of STAT5B binding, whereas the x-axis represents the ranking of peaks. No enhancer clusters were identified in Y665H mice. **(D)** STAT5B binding, H3K27ac, and Pol II loading at regulatory elements of the interleukin-2 receptor subunit alpha (*Il2ra*)*,* cytokine-inducible SH2–containing protein (*Cish*), cd8 subunit alpha (*Cd8a*), interleukin-18 receptor 1 (*Il18r1*), interleukin-2 receptor subunit beta (*Il2rb*), and suppressor of cytokine signaling 2 (*Socs2*) genes in IL-2/7–stimulated T cells from Y665, Y665H, and Y665F mice.

Table S5. List of STAT5B binding peaks, STAT5B-bound enhancers, and enhancer clusters in STAT5B^Y665H^ and STAT5B^Y665F^ mice.

### Outcome of STAT5B^Y665F^ and STAT5B^Y665H^ variants on hematopoietic stem and progenitor cells in bone marrow

Because another leukemia-associated activating STAT5B mutation, STAT5B^N642H^, produces an expansion of hematopoietic stem cells (HSCs) in the bone marrow (BM) when expressed as a *Vav-1*–driven transgene in mice (Pham et al, 2018), we performed a comparative analysis of the impact of the *Stat5b*^Y665F^ and *Stat5b*^Y665H^ mutations on early hematopoiesis in the BM (Fig 7). The total number of BM cells was not significantly different between the *Stat5b*^Y665^, *Stat5b*^Y665F^, and *Stat5b*^Y665H^ mice (Fig 7A). Homozygous *Stat5b*^Y665F^ mice showed a significantly higher proportion and a total number of KSL (Lin-Sca-1^+^CD117^+^) cells (Fig 7B and C), as well as subset populations including long-term hematopoietic stem cells (LT-HSCs), multipotent progenitor (MPP) 2 cells and MPP3&4, relative to homozygous *Stat5b*^Y665^ and *Stat5b*^Y665H^ mice (Fig 7D–F). BM cells from homozygous *Stat5b*^Y665F^ mice demonstrated a higher frequency of colony-forming cells at day 10 (Fig 7G), indicating that the expanded KSL cells in F665 mutant mice were functional. There were no significant differences in myeloid progenitor (MP) cell (Fig 7H) and subset populations including common myeloid progenitors (Fig 7I), granulocyte–monocyte progenitors (Fig 7J), and megakaryocytic erythroid progenitors between *Stat5b*^Y665^, *Stat5b*^Y665F^, and *Stat5b*^Y665H^ mice (Fig 7K). There also were no significant differences in numbers of common lymphoid progenitors (Fig 7L). A Uniform Manifold Approximation and Projection graph shows an overview of the cell types identified from all three genotypes using single-cell sequencing (Fig 7M). The *Stat5b*^Y665F^ mice showed a striking expansion of LT-HSCs in comparison with the other two genotypes (Fig 7N). Single-cell sequencing revealed that *Stat5b*^Y665F^ mice demonstrated higher expression levels of genes associated with the Gene Ontology (GO) category “hematopoiesis stem cells” in their LT-HSCs as compared to *Stat5b*^Y665H^ mice (Fig 7O). Overall, results showed an expansion of HSCs in the *Stat5b*^Y665F^ mice.

**Figure 7.**
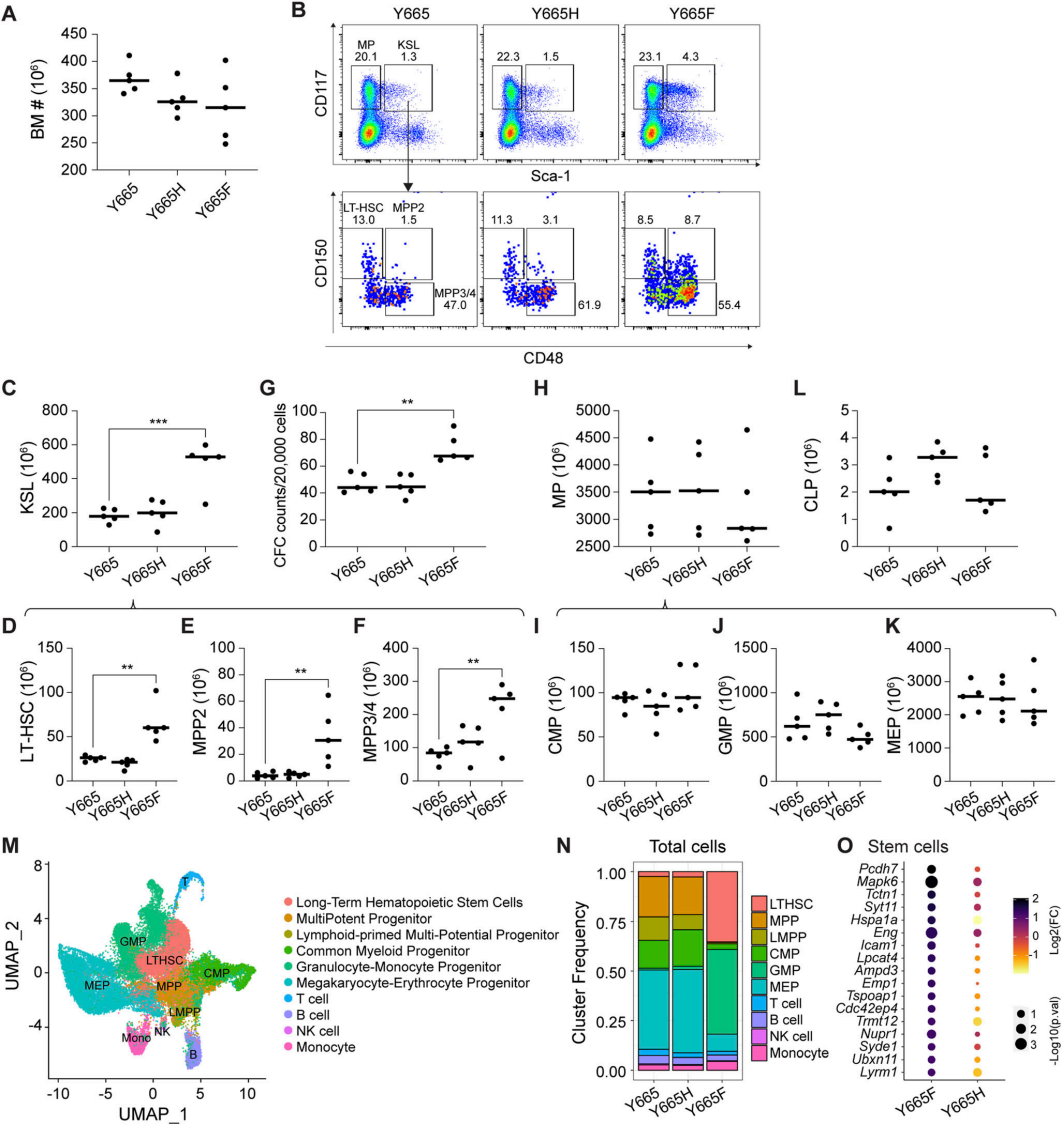
Hematopoietic stem and progenitor cells in the bone marrow of Stat5b mutant mice. **(A)** Dot plot graph of total numbers of BM cells in *Stat5b*^Y665^, *Stat5b*^Y665F^, and *Stat5b*^Y665H^ mice. **(B)** Representative flow cytometry plots of myeloid progenitors (Lin-CD117^+^Sca-1^−^), Lin-Sca-1^+^CD117^+^ cells (KSL), and KSL subpopulations. **(C)** Dot plot graph of absolute numbers of KSL (Lin-Sca-1^+^CD117^+^) cells. **(D)** Dot plot graph of absolute numbers of long-term hematopoietic stem (CD150^+^CD48^−^ KSL) cells. **(E)** Dot plot graph of absolute numbers of multipotent progenitor 2 (CD150^+^CD48^+^ KSL) cells. **(F)** Dot plot graph of absolute numbers of multipotent progenitor 3/4 (CD150^−^CD48^+^ KSL) cells. **(G)** Dot plot graph of colony-forming cell numbers per 20,000 BM cells. **(H)** Dot plot graph of absolute numbers of myeloid progenitor cells. **(I)** Dot plot graph of absolute numbers of common myeloid progenitor cells. **(J)** Dot plot graph of absolute numbers of granulocyte–monocyte progenitor cells. **(K)** Dot plot graph of absolute numbers of megakaryocytic erythroid progenitor cells. **(L)** Dot plot graph of absolute numbers of common lymphoid progenitor cells. **(M)** Uniform Manifold Approximation and Projection graph of the cell types identified from all three genotypes using single-cell sequencing. **(N)** Bar graphs of the cluster frequency of the different cell types identified in the bone marrow of *Stat5b*^Y665^, *Stat5b*^Y665F^, and *Stat5b*^Y665H^ mice using single-cell sequencing. **(O)** Categorical scatter plot of relative gene expression values of representative genes from Gene Ontology (GO) category hematopoiesis stem cells in *Stat5b*^Y665F^ and *Stat5b*^Y665H^ mice. **(C, D, E, F, G, H, I, J, K, L)** Median of independent biological replicates shown as a horizontal line in panels (C, D, E, F, G, H, I, J, K, L) (*Stat5b*^Y665^, *n* = 5; *Stat5b*^Y665F^, *n* = 5; *Stat5b*^Y665H^, *n* = 5). A one-way ANOVA followed by Tukey’s multiple comparisons test was used to evaluate the statistical significance of differences between groups. *P < 0.05, **P < 0.01, ***P < 0.0001, ****P < 0.0001.

## Discussion

The primary objective of this study was to understand the structural, genomic, and pathophysiological impacts of two human leukemic STAT5B mutations (Rajala et al, 2013; Kiel et al, 2014), STAT5B^Y665F^ and STAT5B^Y665H^, identified in patients with T-cell leukemias (Rajala et al, 2013; Kiel et al, 2014). For this, we combined comprehensive in silico analyses, primary cell studies, and experimental mouse genetics.

The complementary in silico approaches, AlphaFold3, COORDinator, AlphaMissense, and the pathogenicity prediction databases CADD (Rentzsch et al, 2019), REVEL (Ioannidis et al, 2016), and PolyPhen-2 (Adzhubei et al, 2013) presented a complex picture of the mutations’ potential effects. Our structural analyses suggested both mutations could impact STAT5B dimerization. However, the pathogenicity predictions were inconsistent highlighting the challenges in relying solely on computational methods for assessing the impact of specific mutations.

In vitro transcriptomic studies using primary T cells confirmed GOF properties for STAT5B^Y665F^ and LOF for STAT5B^Y665H^, consistent with COORDinator predictions and PolyPhen-2 analysis. Ex vivo and in vivo studies in mice carrying these mutations further established STAT5B^Y665F^ as a GOF and STAT5B^Y665H^ as a LOF mutation. On a molecular level, STAT5B^Y665F^ exhibited an elevated capacity to establish genomic enhancers and hyperactivate transcriptional programs, leading to elevated CD8^+^ T-cell populations. The elevation in Treg cells is compatible with previous observations of a permissive role of STAT5B in Treg development (Xiang et al, 2020). In contrast, STAT5B^Y665H^ was predicted to have reduced dimerization strength and showed little binding to genomic enhancers and activation of interleukin-induced genetic programs, reminiscent of what has been observed in mice lacking Stat5b (Udy et al, 1997) and the STAT5B^Y699F^ mutant that fails to dimerize (Lin et al, 2024).

The GOF properties of the STAT5B^Y665F^ mutant validated in vivo are postulated to arise from an enhanced stabilization of intramolecular interactions between the STAT5B C-terminal tail and the SH2 domain through intramolecular aromatic stacking interactions with STAT5B^F711^. This enhanced intramolecular stabilization would then stabilize STAT5B dimer formation, which would in turn lead to enhanced transcriptional activation. In WT STAT5B, dimer formation is known to be most profoundly stabilized by phosphorylation of tyrosine 699 (Lin et al, 2024). We conjecture here that the STAT5B^Y665F^ mutation further stabilizes the dimer, thus leading to the enhanced gene transcription and downstream effects observed here. It has been reported that phosphorylation of additional tyrosine residues in the activation domain of STAT5B (Y725, Y740, and Y743) can influence its function either positively (Y725) or negatively (Y740, Y743) (Weaver & Silva, 2006); however, there are no reports indicating that phosphorylation of Y665 is critical for STAT5B function. Therefore, we have no evidence to suggest that the F residue mutation mimics phosphorylation of tyrosine in this case. Instead, we consider that the mechanism of the enhanced transcription in the STAT5B^Y665F^ mutant is the positive energetic contribution to the intramolecular interaction between the C-terminal tail and the SH2 domain provided by substitution of a phenylalanine at position 665. Conversely, the reduced transcriptional activity of the STAT5B^Y665H^ mutant is driven by the negative energetic contribution provided by substitution of a histidine at position 665. Our ability to identify high-confident STAT5B binding peaks in the ChIP-seq results from the cells of STAT5B^Y665F^ mice, as compared to STAT5B^Y665^ and STAT5B^Y665H^ mice, is compatible with enhanced stabilization of the STAT5B^Y665F^ dimer.

Even though both mutations studied have been identified as hemizygous mutants in patients with T-PLL (Rajala et al, 2013; Kiel et al, 2014; Kontro et al, 2014; Bhattacharya et al, 2022) and have confirmed GOF activity in vitro (Pham et al, 2018), there was no evidence of overt leukemia in homozygous *Stat5b*^Y665F^ mice at 2 mo of age, as well as heterozygous *Stat5b*^Y665F^ and homozygous *Stat5b*^Y665H^ mice by 11 mo of age. However, some pathological features of STAT5B^Y665F^ mice, such as an increase in CD8^+^ and central memory cells, mirror that observed in T-LGLL patients. Notably, the hyperactive STAT5B^Y665F^ galvanizes similar genetic programs in T-LGLL patients and in the mutant mice. The elevated expression of cytotoxicity-associated transcripts *Klrd1*, *Klrg1*, and *Gzma* is present in both patients (Rajala et al, 2013; Huuhtanen et al, 2022) and in mutant mice. 

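In unstimulated spleens, Klrg1 was at 8.24 ± 0.98 CPM (SD, n = 7) in Y665F, 2.79 ± 0.35 CPM (SD, n = 4) in WT and 1.07 ± 0.31 CPM (SD, n = 5) in Y665H mice. The log2 fold change of Klrg1 was 1.56 for Y665F against WT (standard error 0.16, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.94 against Y665H (0.16, 2.59e-09). Klrd1 was at 42.0 ± 6.58 CPM (SD, n = 7) in Y665F, 42.7 ± 3.95 CPM (SD, n = 4) in WT and 19.8 ± 2.30 CPM (SD, n = 5) in Y665H spleens, a log2 fold change of −0.03 against WT (adjusted p = 0.912) and 1.09 against Y665H (3.11e-06). The near-zero Klrd1 difference from WT changed sign with the replicate number as a block and without any of 4 single libraries, reaching 0.03 at most. Gzma was at 28.2 ± 12.9 CPM (SD, n = 7), 31.5 ± 5.37 CPM (SD, n = 4) and 10.1 ± 4.19 CPM (SD, n = 5) in these groups, a log2 fold change of −0.16 against WT (adjusted p = 0.795) and 1.48 against Y665H (0.00309). Between Y665H and WT spleens, the log2 fold change was −1.38 for Klrg1, −1.11 for Klrd1 and −1.64 for Gzma, with adjusted p = 0.000603, 0.000322 and 0.00485. In stimulated T cells, Y665F differed from WT by 1.30 on the log2 scale for Gzma (adjusted p = 0.028), 1.17 for Klrg1 (0.128) and −0.02 for Klrd1 (0.968). This Gzma call was lost in a fit of the groups compared alone (adjusted p = 0.0902) and without WT replicate 2, 3 or 4 or Y665F replicate 3 or 4, where it lay between 0.0531 and 0.0988. Klrg1 passed with DESeq2 (adjusted p = 0.0323) and without WT replicate 1 (0.0492), and Klrd1 was 0.10 with RLE size factors.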

We found that *Nkg7*, encoding the Natural Killer Cell Granule Protein 7, is a direct Stat5b target gene and highly induced in immune cells from *Stat5b*^Y665F^ mice. 

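Nkg7 was at 36.5 ± 5.37 CPM (SD, n = 7) in Y665F, 20.9 ± 2.66 CPM (SD, n = 4) in WT and 13.7 ± 1.28 CPM (SD, n = 5) in Y665H spleens without stimulation. The log2 fold change of Y665F was 0.80 against WT (standard error 0.12, adjusted p = 0.000437 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the fold-change minimum, and 1.41 against Y665H (0.11, 2.05e-07). In stimulated T cells, Nkg7 was at 61.4 ± 30.2 CPM (SD, n = 4) in Y665F and 66.6 ± 24.1 CPM (SD, n = 4) in WT cells, a log2 fold change of −0.10 (adjusted p = 0.869), and 0.01 with RLE size factors or DESeq2. It was 0.20 without WT replicate 3 and 0.15 without Y665F replicate 3. Nkg7 was higher in stimulated than in unstimulated Y665F T cells by 2.16 on the log2 scale (adjusted p = 0.000498). In Stat5a/b-null CD4+ T cells, Y665F changed Nkg7 by −0.49 against the empty vector (adjusted p = 0.605), and by 0.05 without empty-vector replicate 3.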

NKG7 is expressed in CD4^+^ and CD8^+^ T cells and has shown to be important in the inflammatory process (Ng et al, 2020; Lelliott et al, 2022). Although STAT5B^Y665F^ exerts transcriptional hyperactivity and was associated with HSC expansion in the mutant mice, no leukemia was observed within the timeframes examined. This does not exclude that leukemia might not develop if homozygous *Stat5b*^Y665F^ mice could be aged out to longer timepoints, or heterozygous *Stat5b*^Y665F^ and homozygous *Stat5b*^Y665H^ mice to mouse ages beyond 12 mo. It is also possible leukemia could be revealed in bone marrow transplant experiments, which potentially could be engineered so that hematopoietic cell-autonomous effects would dominate without development of severe dermatitis seen in the homozygous *Stat5b*^Y665F^ mice. BM transplant experiments would also be able to address questions about cell-intrinsic versus cell-extrinsic effects of the mutant STAT5B alleles.

In light of human data (Kiel et al, 2014) and in vitro studies (Pham et al, 2018), it was surprising that STAT5B^Y665H^ was a LOF mutation and failed to activate genetic programs, in our both primary cell and mouse studies. AlphaFold3 predicted that the histidine substitution introduces a positively charged imidazole, potentially destabilizing the dimer is in full agreement with our findings. However, neither AlphaMissense, CADD, REVEL, nor PolyPhen-2 predicted a LOF, highlighting the need for experimental validation to accurately determine the pathophysiological effects in an in vivo setting. Congenital inactivating human STAT5B mutations, associated with severe growth failure and immune deficiencies, have been identified in several Laron syndrome patients (Kofoed et al, 2003; Hwa, 2021). Mutations such as STAT5B^A630P^ (Kofoed et al, 2003) and STAT5B^F646S^ (Scaglia et al, 2012) are autosomal recessive variants located within the SH2 domain, likely disrupting phosphate group binding on activated receptors or impairing STAT5 dimerization. Similar to STAT5B^Y665H^, these mutations fail to activate transcription and are associated with T-cell lymphopenia, a phenotype also observed in our mutant mouse models.

This study emphasizes the importance of adopting a multidisciplinary approach to investigate the effects of mutations associated with human diseases. Although in silico tools like AlphaFold3 and COORDinator can predict structural impacts of mutations, functional algorithms such as AlphaMissense and PolyPhen-2, designed to assess pathogenicity, often produce inconsistent results. Similarly, in vitro cell culture studies provide only a limited perspective on the physiological and molecular consequences of mutations. A more comprehensive understanding of mutation pathogenicity can be achieved by integrating data from human patients with insights gained from experimental mouse genetics.

## Materials and Methods

### Mice

All animals were housed and handled according to the Guide for the Care and Use of Laboratory Animals (eighth edition), and all animal experiments were approved by the Animal Care and Use Committee (ACUC) of the National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK, MD) and performed under the NIDDK animal protocol K089-LGP-20. CRISPR/Cas9 and base editing–targeted mice were generated using C57BL/6N mice (Charles River) by the Transgenic Core of the National Heart, Lung, and Blood Institute (NHLBI). Single-guide RNAs (sgRNA) were obtained using Thermo Fisher Scientific’s In Vitro Transcription Service (Table S6). A single-strand oligonucleotide donor was obtained from IDT (Table S6). For the *Stat5b*^Y665H^ mutant mice, the ABE mRNA (50 ng/μl) and Y665H sgRNA (20 ng/μl) were co-microinjected into the cytoplasm of fertilized eggs collected from superovulated C57BL/6N female mice (Charles River Laboratories). For the *Stat5b*^Y665F^ mutant mice, a single-strand oligonucleotide donor contained the desired Y (TAC)-to-F (TTT) change and a silent C-to-G change. The silent mutation does not result in amino acid change but can destroy the sgRNA PAM and hence stopping Cas9 from further cutting after the oligo template was successfully knocked in. The *Stat5b*^Y665F^ sgRNA was first mixed with Cas9 protein (IDT) to form Cas9 RNP complex, which was co-electroporated with the oligo template into zygotes collected from C57BL/6N mice using a Nepa21 electroporator (Nepa Gene Co) following procedures described by Kaneko (2023). The microinjected or electroporated zygotes were cultured overnight in M16 medium (MilliporeSigma) at 37°C with 6% CO_2_. Those embryos that reached two-cell stage of development were implanted into the oviducts of pseudopregnant surrogate mothers (Swiss Webster mice from Charles River). All mice born to the foster mothers were genotyped by PCR amplification and Sanger sequencing (Quintara Biosciences) and automated genotyping using a TaqMan-based assay (TransnetYX) with genomic DNA from mouse tails. Mice aged 2–11 mo were used in experiments. Mice aged 2 mo were used for experiments examining immune cell function and early hematopoiesis in the BM. Tissues were collected from 2-mo-old male mice and used immediately or stored at −80°C. Dermatitis was monitored throughout the life of the mice, and weights were measured until age 10 wk. For experiments examining the peripheral blood, mice aged 2 (*Stat5b*^Y665^, heterozygous *Stat5b*^Y665F^, homozygous *Stat5b*^Y665F^, homozygous *Stat5b*^Y665H^) to 11 (*Stat5b*^Y665^, heterozygous *Stat5b*^Y665F^, homozygous *Stat5b*^Y665H^) mo were used. Age of death was defined as the age when mice were found dead in a cage or underwent humane euthanasia for life-threatening dermatitis.

Table S6. Sequences of sgRNA for CRISPR/Cas9 and base editing–targeted mice.

### Whole-exome sequencing and data analysis

Genomic DNA was isolated from tail tissue using Wizard Genomic DNA Purification Kit (Promega). Exome sequencing and bioinformatics analyses were performed at Psomagen. Target capture for the exome was performed on each sample using SureSelect Mouse All Exon Kit (Agilent Technologies). DNA was subjected to SureSelect Target Enrichment System for paired-end DNA library preparation. Whole-exome sequencing was performed on a NovaSeq 6000 instrument (Illumina).

Sequencing reads were aligned to the mouse reference (mm10) using BWA 0.7.10. After excluding chimeric reads, the duplicated reads were eliminated using Picard. GATK3.v4 “IndelRealigner” and “Table Recalibration” were used for local realignment and for recalibrating the quality scores, respectively. For SNV/Indel calling in multisample analysis, GATK “HaplotypeCaller” was used for comparison with the reference genome. For SNV calling in matched-pair analysis, “Selectvariants” was used to compare the difference between WT and mutant mice. Annotation for all variants was made using dbSNP142.

### Cell counts and flow cytometry

Blood was collected from retro-orbital sinus into Eppendorf tubes in the presence of 5 mM EDTA (Sigma-Aldrich). Complete blood counts were performed using an Element HT5 analyzer (Heska Corporation).

Mice were euthanized by CO_2_ to collect spleen, lymph node, tibia, and femur. Spleens and lymph nodes were mechanically dissociated and filtered through a 70-micron strainer. BM cells were extracted from bilateral tibiae and femurs, filtered through 85-micron nylon mesh, and number-counted by Vi-Cell counter (Beckman Coulter). Total BM cells per mouse were calculated based on the assumption that 2 tibiae and 2 femurs contain 25% of total BM cells. To stain cell surface antigens, peripheral blood, spleen, and BM cells were first incubated in ACK buffer to remove red blood cells and were then stained with antibody mixtures for flow cytometry analysis.

After cell surface and fixable viability staining of single-cell suspensions with fluorophore-conjugated antibodies in PBS, intracellular staining was performed after fixing and permeabilizing cells with the Foxp3/TF Staining kit (eBioscience) per manufacturer’s instructions. For measuring levels of phosphorylated STATs after in vitro stimulation, single-cell suspensions were stained with cell surface fluorophore-conjugated antibodies and fixable viability dye in PBS, fixed for 20 min at 4°C with BD Fix/Perm solution (Cat #554722), permeabilized with 100% cold methanol for 20 min at 4°C, and stained with anti-p-STAT5 fluorophore-conjugated antibodies in 1xPerm/Wash Buffer (#557885; BD Biosciences) for 30 min at room temperature. The following antibodies were used for flow cytometry: BUV395-CD19 (ID3), BUV496-CD4 (GK1.5), BUV737-CD62L (MEL-14), BUV805-gdTCR (GL3), BV421-CD8a (53-6.7), eFluor450-Foxp3 (FJK-16s), BV480-TCRb (H57-597), BV510-CD11b (M1/70), BV570-CD44 (IM7), BV605-CD25 (PC61), AF532-CD45 (30-F11), Spark Blue 550-Ly6G (1A8), PerCP-eFluor710-NKp46 (29A1.4), AF647-pSTAT5 (C71E5), Zombie NIR, APC-NK1.1 (PK136), CD3, CD4, CD8, CD45R, Gr-1, CD11b, Ter119, CD117, Sca-1, CD48, CD150, CD34, CD16/32 (BioLegend). 7AAD and annexin V were purchased from BD Biosciences. Stained cells were acquired using BD FACSCanto II and BD LSRFortessa flow cytometry operated by FACSDiva software (Becton Dickson) and 5-laser Cytek Aurora performed with FlowJo v10.

### Colony-forming assay

BM cells from *Stat5b*^Y665^, *Stat5b*^Y665F^, and *Stat5b*^Y665H^ mice were mixed in semisolid methylcellulose medium (MethoCult GF M3434, Cat# 03444; STEMCELL Technologies) containing interleukin (IL)-3, IL-6, stem cell factor, and erythropoietin (EPO), and plated on 35-mm culture dishes at 2 × 10^4^/plate. Cells were cultured at 37°C with 5% CO_2_. Colonies were counted at day 10.

### T-cell isolation and in vitro stimulation

For the pSTAT5 level, lymphocytes isolated from spleen were stimulated at 37°C in complete RPMI alone or with 1,000 U/ml of recombinant mouse IL-2 (R&D Systems), 10 ng/ml of IL-7 (R&D Systems), and/or 20 ng of IL-15 (R&D Systems) for 30 min.

For RNA-seq and ChIP-seq, total T cells from isolated splenocytes were isolated using EasySep Mouse T-cell Isolation Kit (#19851; STEMCELL) and cultured with recombinant mouse IL-2 and IL-7 for 24 h.

### Isolation of Stat5a/b-deficient CD4 T cells

The *Cd4-Cre* transgene was introduced into *Stat5a/b* floxed mice (Cui et al, 2004) resulting in the deletion of the *Stat5* locus in both CD4 and CD8 cells at the “double-positive” stage of thymic development. The starting population are sorted naïve CD4^+^ T cells (live, CD4^+^CD44 lowCD25^−^) from poled lymph nodes and spleens. The sequenced population are sorted RV-transduced CD4^+^ T cells (live, CD4^+^GFP^+^). Cells were transduced with an empty retroviral vector or vectors encoding the native and mutant STAT5B isoforms cultured for 48 h with IL-2 and subsequently subjected to FACS analysis and RNA-seq. T cells are activated with anti-TCR and anti-CD28 antibodies before retroviral transduction. The isoform of STAT5 that was packaged into retrovirus was Stat5b-202 (ENSMUST00000107358.9), classified by Ensembl as “canonical”. This was then used as a template for the site-directed mutagenesis to produce the Stat5b variants.

### Total RNA-seq and data analysis

Total RNA was extracted from either frozen spleen tissue or total T cells isolated from total splenocytes from WT and mutant mice and purified with RNeasy Plus Mini Kit (74134; QIAGEN). Ribosomal RNA was removed from 1 μg of total RNAs, and cDNA was synthesized using SuperScript III (Invitrogen). Libraries for sequencing were prepared according to the manufacturer’s instructions with TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Gold (RS-122-2301; Illumina), and paired-end sequencing was done with a NovaSeq 6000 instrument (Illumina).

Total RNA-seq read quality control was done using Trimmomatic (Bolger et al, 2014) (version 0.36), and STAR RNA-seq (Dobin et al, 2013) (version STAR 2.5.4a) using paired-end mode was used to align the reads (mm10). HTSeq (Anders et al, 2015; Li et al, 2020) was used to retrieve the raw counts, and subsequently, R (https://www.r-project.org/), Bioconductor (Huber et al, 2015), and DESeq2 (Love et al, 2014) were used. In addition, the RUVSeq (Risso et al, 2014) package was applied to remove confounding factors. The data were pre-filtered keeping only those genes, which have at least ten reads in total. Genes were categorized as significantly differentially expressed with log2 fold change >1 or < −1, and adjusted *P*-values (*P*adj) < 0.05 corrected for multiple testing using the Benjamini–Hochberg method were considered significant, and then, we conducted gene enrichment analysis (Metascape; https://metascape.org/gp/index.html#/main/step1). The visualization was done using dplyr (https://CRAN.R-project.org/package=dplyr) and ggplot2 (Wickham, 2009).

### scRNA-seq and data analysis

Single-cell suspensions were then immediately loaded on the 10X Genomics Chromium Controller with a loading target of 10,000 cells. Libraries were generated using Chromium Next GEM Single Cell 5′ Kit v2 (Dual Index) and Chromium Single Cell Mouse TCR Kit 5′ v2 (Dual Index) according to the manufacturer’s instructions. Libraries were sequenced using the NovaSeq 6000 instrument (Illumina).

The raw reads were aligned and quantified using the Cell Ranger with Feature Barcode addition (version 6.0, 10X Genomics) against the GRCm38 mouse reference genome. The quality control, normalization, dimension reduction, cell clusters, Uniform Manifold Approximation and Projection, and cell type annotation were performed using Seurat (version 4.3) (Hao et al, 2021).

### Chromatin immunoprecipitation sequencing (ChIP-seq) and data analysis

The frozen–stored tissues were ground into powder in liquid nitrogen. Chromatin was fixed with formaldehyde (1% final concentration) for 15 min at room temperature and then quenched with glycine (0.125 M final concentration). Samples were processed as previously described (Metser et al, 2016). The following antibodies were used for ChIP-seq: STAT5B (AF1584; R&D Systems; 13-5300; Thermo Fisher Scientific), H3K27ac (ab4729; Abcam), and RNA polymerase II (ab5408; Abcam). Libraries for next-generation sequencing were prepared and sequenced with the NovaSeq 6000 instrument (Illumina).

Quality filtering and alignment of the raw reads were done using Trimmomatic (Bolger et al, 2014) (version 0.36) and Bowtie (Langmead et al, 2009) (version 1.2.2), with the parameter “-m 1” to keep only uniquely mapped reads, using the reference genome mm10. Picard tools (Broad Institute. Picard, http://broadinstitute.github.io/picard/. 2016) were used to remove duplicates, and subsequently, Homer (Heinz et al, 2010) (version 4.9.1) software and deepTools (Ramirez et al, 2016) (version 3.1.3) software were applied to generate bedGraph files and normalize coverage, separately. Integrative Genomics Viewer (Thorvaldsdottir et al, 2013) (version 2.3.98) was used for visualization. Coverage plots were generated using Homer (Heinz et al, 2010) software with the bedGraph from deepTools (Ramirez et al, 2014) as output. R and the packages dplyr (https://CRAN.R-project.org/package=dplyr) and ggplot2 (Love et al, 2014) were used for visualization. Each ChIP-seq experiment was conducted for two replicates, and the correlation between the replicates was computed by the Spearman correlation using deepTools.

To identify high-confident STAT5B binding peaks, we defined the STAT5B binding peaks that coincide with H3K27ac marks within ±500 bp and contain at least one GAS motif (5′-TTCNNNGAA-3′) within the peak region. The Integrative Genomics Viewer (IGV) tools were used for ChIP-seq signal visualization. Tag density plots and heatmaps were generated using computeMatrix and plotHeatmap tools implemented in deepTools (version 3.1.3). To examine enhancer clusters, we used findPeaks.pl with the following parameter settings: -style super -superSlope −1,000. Enhancer clusters were identified as regions with “slope” (focus ratio)/(region size annotation enhancer) greater than 1. For further analyses, only protein-coding genes were used.

### Protein structure prediction and analysis

The STAT5B dimer structure was predicted using AlphaFold3 (https://alphafoldserver.com). The input sequences included human STAT5B (UniProt accession P51692) and the DNA fragment sequence (5′-GTTTCTTCTGAGAAGTACC-3′) derived from STAT5-bound Il2ra enhancer. The structure prediction was performed with pY699 phosphorylation parameter. Structural analysis and visualization were performed using PyMOL (version 2.4.1) and ChimeraX (version 1.8).

The dimeric structures of human STAT5A (UniProt accession P42229, residues 620–715) and STAT5B (UniProt accession P51692, residues 620–720) with phosphorylated residues STAT5A^pY694^ and STAT5B^pY699^ were modeled using AlphaFold3 (Abramson et al, 2024). The energetic consequences of amino acid substitutions in STAT5A and STAT5B were predicted by COORDinator using these structures (Li et al, 2023). COORDinator mutation predictions were made by calculating the difference between the COORDinator-predicted energies (in arbitrary units) for the mutant and WT residues. COORDinator was fine-tuned to enforce a high correlation between predicted and experimental protein stability measurements for hundreds of thousands of mutations (Tsuboyama et al, 2023). The impact of a mutation on dimerization was predicted using the difference between the COORDinator energies for a residue in the absence versus the presence of the dimerization partner, without modeling any change in conformation. Predicted effects of mutations on intramolecular interactions with the C-terminal tail were obtained similarly, by treating the C-terminal tail as a separate chain. For example, the COORDinator-predicted energies for residues in the STAT5B C-terminal tail (residues 693–720) were computed in the context of the tail alone or in the context of the STAT5B monomer, using the conformations predicted for the STAT5B dimer. Similarly, energies for residues in the SH2 domain (residues 620–687) were computed in the presence versus the absence of the C-terminal tail. When treating the STAT5B C-terminal tail as a separate chain, residues 688–692 were not included, to avoid effects from the amino- and carboxyl-groups of the artificially separated chains. The predicted importance of a residue was derived by summing the absolute values of the COORDinator energy predictions for all mutations at that site. For this analysis, we used code from COORDinator GitHub (https://github.com/daveneff/Coordinator) and Terminator GitHub (https://github.com/KeatingLab/terminator).

### In silico pathogenicity prediction

Multiple computational tools were employed to assess the potential pathogenicity of STAT5B variants. AlphaMissense (Cheng et al, 2023) was used to predict the functional impact of mutations, with scores ranging from 0 (benign) to 1 (pathogenic). The CADD (Rentzsch et al, 2019) tool was used to estimate the deleteriousness of variants, where PHRED scores above 20 indicate potentially damaging effects. The REVEL (Ioannidis et al, 2016) scores, which range from 0 to 1, were calculated to assess the probability of pathogenicity. In addition, PolyPhen-2 (Adzhubei et al, 2013) analysis was performed to predict the possible impact of amino acid substitutions on protein structure and function, with scores ranging from 0 (benign) to 1 (probably damaging).

### Statistical analyses

All samples that were used for complete blood counts, FACS, and RNA-seq were randomly selected, and blinding was not applied. For comparison of samples, data were presented as SD in each group and were evaluated with one- or two-way ANOVA multiple comparisons using PRISM GraphPad. Statistical significance was obtained by comparing the measures from the WT or the control group, and each mutant group. A value of *P < 0.05, **P < 0.001, ***P < 0.0001, ****P < 0.00001 was considered statistically significant; ns, no significant.

## Supplementary Material

Reviewer comments

## Data Availability

All data were obtained or uploaded to Gene Expression Omnibus (GEO). ChIP-seq, RNA-seq, and scRNA-seq data of WT and mutant tissues are under GSE276308 (secure token: wlcremgmtvkfxuz), GSE276311 (secure token: mlkxeassfvkbzcf), and GSE276312 (secure token: clqlowasdvydpin). The fastq files and the processed *bedGraph* files can be downloaded from GEO (https://www.ncbi.nlm.nih.gov/gds/?term=) and imported into the IGV browser (https://software.broadinstitute.org/software/igv/download) with a reference genome (mm10).

# Supplementary material for: STAT5B leukemic mutations, altering SH2 tyrosine 665, have opposing impacts on immune gene programs
**Source:** Life Sci Alliance. 2025 Apr 14;8(7):e202503222. doi: 10.26508/lsa.202503222
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Diagnoses of blood cancers in patients carrying STAT5B^Y665F^ or STAT5B^Y665H^ mutations.

| **Database** | **Munich Leukemia Laboratory (MLL)** | | | **Catalogue of Somatic Mutations in Cancer (COSMIC)** | |
| --- | --- | --- | --- | --- | --- |
| **Total cases surveyed** | 31,698 | | | 67,734 | |
| **STAT5B^Y665F^** | **Total blood cancer cases** | 53 (0.167%) | | **Total blood cancer cases** | 12 (0.018%) |
| **Diagnoses** | Mature T-cell neoplasm (unspecified) | 20 | | Unspecified | 12 |
|  | T-prolymphocyte leukemia  (T-PLL) | 9 | |  |  |
|  | T-cell/natural killer cell-large granular lymphocytic leukemia (T/NK-LGL leukemia) | 2 | |  |  |
|  | Hepatosplenic T-cell Lymphoma | 1 | |  |  |
|  | Lymphoma (unspecified) | 1 | |  |  |
|  | Chronic myelomonocytic leukemia (CMML) -1 | 1 | |  |  |
|  | Myelodysplastic/myeloproliferative with ring sideroblasts and thrombocytosis  (MDS/MPN RARS-T) | 1 | |  |  |
|  | Multiple myeloma | 1 | |  |  |
|  | Mature B-cell neoplasm (unspecified) | 1 | |  |  |
|  | Unspecified | 17 | |  |  |
| **STAT5B^Y665H^** |  | 0 |  | | 0 |

# Supplementary material for: STAT5B leukemic mutations, altering SH2 tyrosine 665, have opposing impacts on immune gene programs
**Source:** Life Sci Alliance. 2025 Apr 14;8(7):e202503222. doi: 10.26508/lsa.202503222
**Supplement:** Supplementary file 6

**Supplementary Table S6.** Sequences of sgRNA for CRISPR/Cas9 and base-editing targeted mice. The donor oligo is contained the desired Y (TAC) to F (TTT) change.

| Target site | sgRNA sequences |
| --- | --- |
| STAT5B^Y665H^ | 5’-TGAGGTAATTCAGGTCCCCCAGG-3’ |
| STAT5B^Y665F^ | 5’-TGAGGTAATTCAGGTCCCCCAGG-3’  Donor Oligos  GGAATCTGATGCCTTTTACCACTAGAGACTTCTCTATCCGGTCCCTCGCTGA  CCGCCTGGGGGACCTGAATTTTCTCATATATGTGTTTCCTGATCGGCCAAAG  GATGAAGTATATTCTAAGTACTACACACC |

How the deposited data were processed for this re-analysis (not part of the article)

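RNA-seq counts of 61 mouse libraries were analysed. CD4+ T cells from WT and Stat5a/b-null mice, activated and transduced with 1 of 5 retroviral vectors, gave 3 libraries per vector and background after 48 h of culture. Splenic T cells gave 4 libraries each of WT, Y665H and Y665F cells after 24 h with IL-2 and IL-7 and 3 of Y665F cells without interleukin. Unstimulated spleens of mice aged 2 months gave 4 WT, 5 Y665H and 7 Y665F libraries. The paper names the last material T cells in one place, splenocytes in another, and spleen tissue in its methods and the legend of Table S4.

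The authors trimmed the reads, aligned them to the mouse genome and counted them per gene with HTSeq. The deposited files hold these counts without normalization, 24421 genes by symbol and 5 closing lines for reads without a gene, which were left out of library sizes and tests. Every value tested as a whole number of at least 0. The condition of each library was taken from its deposited label. For the CD4+ T cells the genotype entry of the label names floxed Stat5a/b in all 30 libraries, those titled WT included, so their background was taken from the titles and the paper.

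Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Fits were made for Stat5a/b-null CD4+ T cells, WT CD4+ T cells, both backgrounds together, splenic T cells and unstimulated spleens. A fit took the genes with at least 10 reads over its libraries, TMM factors and glmQLFit, with each condition as a group. Contrasts were tested with glmQLFTest and adjusted by the Benjamini-Hochberg method over all genes of the fit. Genes with an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction were called. Standard errors are the size of the log2 fold change divided by the square root of its F statistic. CPM are counts scaled to the library size after TMM scaling. The response to a construct was compared between backgrounds by an interaction contrast.

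The genes named are those the paper names, and per comparison up to 3 with the largest rise and 3 with the largest fall among called genes with a mean of at least 1 CPM over both groups and no overlap between their libraries.

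Sets of genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, over 165 tests in all. The sets were the 113 genes of the first block of the Y665F sheet of Table S2, taken as those bound by STAT5B from their number, and marker lists written before the data were examined, of T cell, B cell, erythroid, neutrophil, effector-memory CD8, interferon-induced, liver and pancreas genes among others. Single transcripts were compared with exact two-sided permutation tests.

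Whether replicate numbers pair libraries was tested from the correlation of deviations from the group means. In the null cells, 30 of 30 pairs of libraries with the same number had a correlation above 0.1, with a median of 0.464, and the number was used as a block beside the results. In WT cells this held for 29 of 30 pairs, with a median of 0.65, and counts with the block are given beside those without it. In splenic T cells it held for 5 of 21 pairs and in spleens for 4 of 13, so that the block there is an alternative only.

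Reads counted on genes ranged from 18825994 to 49850689 per library in CD4+ T cells, from 2017012 to 27394249 in splenic T cells and from 24203179 to 43330536 in spleens. At the lowest depth a gene at 1 CPM is counted about 2 times, so low genes are limited by counting error in the splenic T cells. Intervals and the floor of 3 counts cover counting error only.

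The pipeline was tested on simulated data with 200 changed genes per fit. These were drawn from well-counted genes only and changed by more than the fold-change minimum. The pipeline recovered 190 in null CD4+ T cells with 3 false calls, 174 in both backgrounds with 6, 178 in splenic T cells with 11 and 197 in spleens with 2. DESeq2 made 25 false calls in splenic T cells. The simulated libraries had no pairing by replicate number and no RNA from other cells, so recovery in the data may be lower.

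The alternatives set before the data were examined were RLE size factors, DESeq2 1.42.0 with its own size factors and test, filterByExpr, no filter on low counts, a fit of the groups compared alone, the replicate number as a block, a RUVr factor computed from the residuals of the first fit, no fold-change minimum, and leaving out each library in turn. For receptors, a pseudocount of 0.1 in place of 1 and values relative to the T cell list were added, and for Stat5b the scaling to the library total. Blocks of their own for each background, and the block in the set tests and in the overlap of N642H and Y665F, were chosen after seeing the data.

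Other splits of the libraries into groups of the same sizes were counted in full up to 100 and drawn with a fixed seed above that, and 24 of 200 were drawn for interactions. The ChIP-seq, flow cytometry and patient data of the paper were not analysed here. One sheet of Table S3 was at hand only in part and was left out. The paper's text names RUVSeq among its tools without naming its variant, and that package was not used here.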

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

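The tests of whole spleen cells, liver tissue, red-cell precursors in cultures, the share of T cells and interference by Y665H were set before their results were seen. The other tests of an explanation in this part, including the splits of the libraries, were chosen after. The marker lists and the alternatives were set as the methods state.

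In 11 of 114 measures in groups of 4 to 10 libraries, 1 library lay farther from the others than Dixon's critical value allows, where chance gives 5.7. Of these, 3 belong to Y665H spleen replicate 1, 3 to Y665F spleen replicate 4, 1 to Y665F spleen replicate 3 and 2 to Y665H spleen replicate 2. The remaining 2 belong to stimulated WT T cells.

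Alb was at 7.02 log2 CPM in Y665F spleen replicate 4, and a list of 16 liver genes averaged 2.94 there. Of these genes, 15 were highest in this library and at least 2-fold over the median of the other Y665F libraries, as liver tissue carried into this sample would give. Alb reached 129 CPM in replicate 4 and 0.156 to 7.09 CPM in the other Y665F libraries. WT spleens express 7 of the 16 genes above 1 CPM, and the paper's Table S4 lists 1 of them, Alb. The Alb difference between Y665F and Y665H spleens was 3.73 on the log2 scale, did not pass the threshold (adjusted p = 0.0771, edgeR; range over the alternatives from 0.0223 with DESeq2) and was 0.24 without replicate 4. A biological cause was not tested.

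A list of 14 pancreas genes averaged 2.42 log2 CPM in Y665H spleen replicate 2 and 1.21 in Y665F spleen replicate 3. The pancreas lies beside the spleen, and 0 of these genes exceeded 1 CPM on average in WT spleens. No explanation was tested. Y665H spleen replicate 2 also had the most reads on genes of its group, 43330536.

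Y665H spleen replicate 1 stood apart from the other 4 Y665H spleens. Its T cell list averaged 5.98 log2 CPM, its erythroid list 6.19 and Alas2 7.69, where the erythroid list of the other Y665H spleens lay between 8.18 and 8.69. Of the 1000 genes raised in replicates 2 to 5, 88.2% lay nearer the WT mean in replicate 1, whereas with any other replicate held out this share was 1.82% to 12.36%. No test ties these genes to the erythroid level alone. In replicate 1 the neutrophil list (3.02, others 4.22 to 6.18) and the macrophage list (6.13, others 6.55 to 7.24) were also lowest. A WT spleen with the wrong label is argued against, since 65 of the 95 genes lowered in replicates 2 to 5 lay nearer the Y665H mean in replicate 1. Red-cell precursors that expand in some Y665H spleens are a candidate explanation for part of the raised genes, as are other cells that vary with them, and whether these come from the mutation or from the state of single mice stays open.

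The Y665H and WT spleens differed in 848 genes, 763 higher and 85 lower in Y665H, which the paper does not report. Of 100 splits drawn from 126, 2 gave as many genes, and the largest other split, with 978 genes, grouped Y665H replicate 1 with the WT spleens. The erythroid list rose by a median of 2.08 (camera, adjusted p = 5.37e-09; fry, 0.0214; estimated correlation, 0.26). Slc4a1 and Alas2 are its most abundant genes, and WT spleens express all 12 above 1 CPM. A neutrophil list also rose, by 2.05 (camera, adjusted p = 4.18e-06; fry, 0.0605), which did not hold with fry.

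The Y665F and WT spleens differed in 233 genes, 111 higher and 122 lower, also not reported in the paper. Only the true grouping among 100 splits drawn from 330 gave as many, and the largest other split gave 0. Drc1 was higher by 3.67 and Foxp3 by 1.12 (adjusted p = 0.000319, edgeR), and Adam28 was lower (−1.86). Cd8a rose by 0.50 and Gata3 by 0.92, below the fold-change minimum. Gata3 passed it without WT replicate 2 (1.01). The list held 351 genes without WT replicate 3, 137 without WT replicate 1 and 150 without WT replicate 2. The T cell list rose by 0.66, and the neutrophil list by 1.66 with 11 of 11 genes higher (camera, adjusted p = 9.32e-07; fry, 0.0527). A higher share of T cells fits part of these genes, and the same list rose by 1.0013 between Y665F and Y665H spleens. B cells exceeded T cells by at least 1.437 in every spleen library, so these libraries are in line with whole spleen cells.

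In stimulated WT T cells, the erythroid list of replicate 3 was 1.41 log2 CPM and that of the others between 1.07 and 1.12. Gm15446 was listed at 0 in stimulated WT replicate 2 and lay between 3.33 and 3.47 log2 CPM in the others. It was at 0.1548 in Y665F spleen replicate 4. All 5 Y665H spleens had at most 3 counts of this gene, WT spleens had 271 to 356. Outside the Y665H spleens, 6 libraries of other conditions, including WT cells, also had at most 3 counts, in line with a variant of this gene that segregates apart from the Stat5b mutation. Gm15446 lies on chromosome 5 and Stat5b on chromosome 11.

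The WT CD4+ T cells with a STAT5B vector are not described in the paper beyond their Stat5b level. Against the empty vector, STAT5B changed 2 genes, N642H 202 genes (162 higher, 40 lower), Y665F 145 (104 higher, 41 lower) and Y665H 1. With the replicate number as a block, the counts were 86 with STAT5B, 532 with N642H, 501 with Y665F and 1 with Y665H. Without the block, the genes at an unadjusted p under 0.05 numbered 555 with STAT5B, 2164 with N642H and 2932 with Y665F, and fewer with Y665H. For each construct, 1 of the 10 splits of the 6 libraries, the true one, gave as many genes, and the largest other split gave 0, which is the least that 3 libraries against 3 allow. In this fit without a block, the 2 genes of STAT5B were Stat5b and H19, and the 1 gene of Y665H was Stat5b. H19 rose by 5.65 with STAT5B, 7.82 with N642H and 8.05 with Y665F. Il9 rose by 6.88 with N642H. Socs2 did not pass the threshold with N642H (0.65, adjusted p = 0.238) or Y665F (0.73, adjusted p = 0.138, edgeR). The 94 genes raised by both mutants and a correlation of 0.902 across genes exceed what 20 simulations of unchanged constructs gave against the same libraries (at most 1 gene, median r 0.49). Both mutants also lowered 29 genes, and shared lower genes were not counted in the simulations. Without 1 library the lists ranged from 70 to 350 genes for N642H and from 32 to 420 for Y665F.

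If Y665H interfered with the cells' own STAT5, the STAT5-bound genes would be lower with Y665H in WT cells. Of 113 such genes, 85 had a higher fitted value with Y665H than with the empty vector, with a median of 0.11. These genes vary together, and the set passed with camera (adjusted p = 9.5e-06) but not with fry (0.81) or an estimated correlation (0.602), so interference stays open.

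The response to a construct differed between Stat5a/b-null and WT cells by the interaction contrast in 22 genes for STAT5B (21 greater in null cells), 75 for N642H (66 greater), 92 for Y665F (84 greater) and 1 for Y665H, Stat5b itself. Of 24 splits drawn from 200, 3 gave as many for STAT5B, 4 for N642H, 4 for Y665F and 3 for Y665H, the true one included, and 2 of these in each case kept the null groups as they are. The largest other split gave 50, 475, 422 and 1 genes. As these 2 retain the response of the null cells, the splits do not settle what chance alone gives. The Stat5b transcript is the one the vector carries. The spread between the WT libraries stays open as a cause of the fewer genes in WT cells. With the block, the gap between null and WT cells narrowed without closing for N642H (757 and 532 genes) and Y665F (650 and 501). The difference in counts did not narrow for STAT5B (204 and 86) or Y665H (21 and 1). With the block, more genes also responded differently in the 2 backgrounds (next part). Without 1 library the counts ranged from 12 to 33, from 45 to 109 and from 45 to 141. Of the genes raised in null cells, 56 of 72 for STAT5B, 278 of 318 for N642H and 235 of 279 for Y665F were also higher in WT cells. Those called in both were 1, 51 and 42.

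Null and WT cells with the empty vector differed in 1029 genes, 561 higher and 468 lower in null cells, and 1 of the 10 splits, the true one, gave as many. Nkg7 was higher in null cells by 3.55 (adjusted p = 2.14e-06, edgeR) and Nav1 lower (−7.39). Xist was at 0.703, 2.94 and 2041 CPM in WT replicates 1 to 3 and at 675, 2.86 and 1563 CPM in null replicates 1 to 3. Ddx3y was at 83.9, 90.3 and 0.353 CPM in WT and 96.1, 145 and 18 CPM in null replicates. Both genes were chosen after their values were seen. The sex of the donors thus appears to differ between replicates and between the backgrounds. Sex chromosomes held 3.7% of the called and 3.66% of the tested genes, which argues against genes on these chromosomes as the main part. Leaving out 1 library gave 658 to 1216 genes. WT replicate 3 differed from WT replicates 1 and 2 in 64 genes that were at least 2-fold higher and 51 that were at least 2-fold lower in each of the 5 WT groups. Without WT replicate 3, 1216 genes passed, and 852 of them lay nearer WT replicates 1 and 2 than the null cells in replicate 3, which argues against the strain or sex of the donors of these replicates as the whole cause. The other 364 genes stay open.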

How the results depend on the processing

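The alternatives were set before the data were examined, apart from the blocks of their own for each background and the block in the set tests and the overlap, which were chosen after seeing the data, and the thinning of the libraries was chosen after the counts were seen. Where a value moved and nothing else is said, the cause was not tested. In what follows, a count is the number of called genes.

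The Y665F and N642H constructs did not differ in any called gene under any alternative or without any library. The number of genes raised by both stayed within 1.5-fold under each alternative run and without each library (192 to 308). Each Stat5b level of the null cells kept its side of the WT level with RLE size factors and with scaling to the library total, but the N642H level, above WT with all libraries, was 97.7% of it without N642H replicate 2. Without 1 library the reduction in null cells was 96.3% to 97.9%.

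Without the fold-change minimum, which admits more genes by construction, the counts against the empty vector in null cells were 305 for STAT5B, 2340 for N642H and 1927 for Y665F, and against STAT5B 4 for Y665F and 46 for Y665H. In WT cells they were 312 for N642H and 258 for Y665F, between backgrounds 3052, and in spleens 5015 for Y665F against Y665H, 2373 for Y665F against WT and 3837 for Y665H against WT.

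With DESeq2, the counts in null cells were 167 for STAT5B and 13 for Y665H against the empty vector, and 48 for N642H, 27 for Y665F and 67 for Y665H against STAT5B. In WT cells they were 14 for STAT5B, 347 for N642H and 316 for Y665F, and for interactions 48 for STAT5B, 171 for N642H, 139 for Y665F and 3 for Y665H. In stimulated T cells they were 955 for Y665F and 90 for Y665H against WT. Among the 436 STAT5-dependent genes that Table S3 lists, DESeq2 gave the table's sign to 99.08% for Y665F and 96.3% for Y665H, against 72.2% and 99.3% with TMM scaling in edgeR.

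With the replicate number as a block, the counts in null cells were 204 for STAT5B, 757 for N642H, 650 for Y665F and 21 for Y665H against the empty vector, and 66 for N642H, 39 for Y665F and 116 for Y665H against STAT5B. In WT cells they were 86 for STAT5B, 532 for N642H and 501 for Y665F, and for interactions 55, 185, 164 and 3. In stimulated T cells they were 155 for Y665F and 9 for Y665H against WT, and in spleens 653 for Y665F against Y665H and 103 for Y665F against WT. With a block for each background, chosen after seeing the data, the interactions gave 114, 346, 295 and 8.

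With a RUVr factor, the counts were 150 for STAT5B in null cells, 34 for STAT5B, 464 for N642H and 423 for Y665F in WT cells, 58 for Y665H against STAT5B, and 35 for STAT5B and 144 for N642H in interactions. Stimulated T cells gave 1408 for Y665F and 48 for Y665H against WT and 1829 for Y665F against Y665H.

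With the groups compared alone, which leaves fewer libraries, the counts were 3 for Y665H in null cells, 0 for STAT5B in WT cells, 46 for N642H against STAT5B and 194 for stimulated Y665F against WT T cells. For N642H against STAT5B, filterByExpr gave 8 and no filter 28, and for Y665F against STAT5B no filter gave 16. Of the gene set tests, 83 of 165 passed with the preset correlation, 51 with fry and 9 with an estimated correlation.

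Some near-zero values changed sign. In stimulated Y665F against WT T cells, Nkg7 was 0.011 with RLE size factors and 0.0061 with DESeq2, and Klrd1 was 0.10 with RLE size factors, 0.10 with DESeq2 and 0.078 with filterByExpr. In Y665F against WT spleens, Klrd1 was 0.0049 with the block.

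Relative to the T cell list, which removes the rise of that list by construction, the log2 differences of Y665F from WT spleens were 0.25 for Il2ra, −0.37 for Il7r, −0.58 for Il15ra and −0.50 for Il2rg. Those of Y665F from Y665H spleens were 0.17 for Il7r, −0.85 for Il15ra and −0.43 for Il2rg, and those of Y665H from WT spleens −0.018 for Il2rb, 0.27 for Il15ra and −0.071 for Il2rg. With RLE size factors, the Il2ra difference of Y665H from WT spleens was −0.77 and past the threshold.

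Across the fits that each left out 1 library, the counts against the empty vector in null cells ranged from 51 to 152 for STAT5B, 411 to 715 for N642H, 315 to 643 for Y665F and 3 to 8 for Y665H. Against STAT5B they ranged from 3 to 25 for N642H, 0 to 35 for Y665F and 6 to 47 for Y665H. In WT cells the ranges were 2 to 5 for STAT5B, 70 to 350 for N642H and 32 to 420 for Y665F. Between backgrounds the range was 658 to 1216, and for interactions 12 to 33, 45 to 109 and 45 to 141. In T cells, the ranges were 93 to 809 for stimulated Y665F against WT, 0 to 38 for Y665H against WT, 557 to 1201 for Y665F against Y665H and 398 to 909 for stimulated against unstimulated Y665F. In spleens they were 813 to 1311 for Y665F against Y665H, 137 to 351 for Y665F against WT and 617 to 1095 for Y665H against WT.

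In the same fits, the log2 fold change of Irf8 ranged from −0.084 to 1.22 for STAT5B and that of Nkg7 from −1.31 to 0.053 for Y665F in null cells. Among stimulated T cells, Y665F against WT gave −0.24 to 0.17 for Klrd1 and −0.36 to 0.20 for Nkg7, and Y665H against WT −0.65 to 0.0078 for Il12rb2. In Y665F against WT spleens, Klrd1 ranged from −0.076 to 0.032 and Gzma from −0.30 to 0.0008. Of the receptors in Y665H against WT spleens, Il2ra ranged from −0.94 to −0.67, Il2rb from −0.54 to −0.37, Il7r from −1.09 to −0.92, Il15ra from −0.26 to −0.12 and Il2rg from −0.59 to −0.45. Il15ra ranged from 0.12 to 0.26 in Y665F against Y665H spleens and from −0.028 to 0.037 in Y665F against WT spleens.

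Of the stimulated Y665H libraries, 1 has 2017012 reads on genes. Thinning every T-cell library to that depth gave 402 genes for Y665F against WT, where full depth gave 342, 13 for Y665H against WT (16), 973 for Y665F against Y665H (1066) and 550 for stimulated against unstimulated Y665F (662). What deeper Y665H libraries would add was not tested.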

Differences from the paper's values

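No test in this part was chosen after the result was seen, and the alternatives named were set before the data were examined.

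In Stat5a/b-null CD4+ T cells, STAT5B raised 72 genes over the empty vector here against the paper's 141. The alternatives within the paper's range were DESeq2 (117 genes), the replicate number as a block (130), a RUVr factor (105), no fold-change minimum (191) and the fit without empty-vector replicate 3 (94). Those that were not were RLE size factors (73), filterByExpr (79), no filter on low counts (84), the groups compared alone (74) and the fits without another library, of which that without STAT5B replicate 3 came nearest (89).

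For Y665H the count was 5 against the paper's 23. The block (17 genes) closed this gap, and DESeq2 (12), no filter (7), RLE size factors, no fold-change minimum and a RUVr factor (5 each), filterByExpr (4), the groups compared alone (3) and the fits without a library did not.

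Among Lta, Irf8 and Il2ra, the largest fold over the empty vector was 20.07, for Lta with N642H, against the paper's 10, given without a named baseline. None of the alternatives closed the gap, and their values lay between 18.95 with the block and 20.59 with the groups compared alone. The paper's Table S2 gives Lta with N642H a log2 fold change of 4.274, against 4.33 here.

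Between Y665F and Y665H spleens, 247 genes were higher in Y665F against the paper's 150. With filterByExpr (197 genes) and with the block (173) the values lay within 1.5-fold, as they did without Y665H replicate 2 (188), 3 (218) or 5 (223) and without Y665F replicate 5 (212) or 6 (225). They did not with RLE size factors (253), DESeq2 (247), no filter (236), a RUVr factor (278), the groups compared alone (253) or no fold-change minimum (2040).

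Between stimulated Y665F and WT T cells, 257 genes were higher against the paper's 10,010 with STAT5 binding. It is not clear that the paper's number counts genes, as the sheet of STAT5-dependent genes in its Table S3 lists 436. None of the alternatives or fits without a library closed this gap. The counts were 880 with a RUVr factor, 830 with DESeq2, 390 with RLE size factors, 384 with filterByExpr, 285 with no filter, 281 with no fold-change minimum, 154 with the groups compared alone and 117 with the block. Without 1 library they ranged from 74, without Y665F replicate 4, to 488, without Y665F replicate 1.

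The paper's text gives Socs2 and Cish a far larger activation, without naming its baseline. The largest folds over the empty vector here were 55.1 for Socs2 and 14.4 for Cish, both with N642H. The log2 fold changes in the paper's Table S2 are 5.82 and 3.936 for N642H, against 5.78 and 3.84 here. The paper's text states that Y665H did not activate genes in null cells, while its Table S2 lists Socs2 with Y665H at 1.999. Here Socs2 rose by 1.99 on the log2 scale (adjusted p = 0.0185, edgeR; lost under filterByExpr). The paper lists Irf8 among induced genes. Here Irf8 passed with Y665F, a call lost under several alternatives, and did not pass with STAT5B (0.30) or N642H (1.27). With N642H it passed with the block, with no filter and with a RUVr factor.

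The paper states that Klrd1 and Gzma are elevated in mutant mice. In Y665F spleens they were not above WT (−0.03 and −0.16), and above Y665H they were (1.09 and 1.48). Stimulated Y665F T cells had Gzma above WT (1.30) and Klrd1 not (−0.02). Nkg7, which the paper calls highly induced, did not differ between stimulated Y665F and WT T cells (−0.10) and rose by 0.80 in Y665F over WT spleens. It was 2.66-fold higher in Y665F than in Y665H spleens, and 4.46-fold higher in stimulated than in unstimulated Y665F T cells.

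The log2 fold change of Klrd1 between stimulated Y665F and WT T cells was −0.022 here against the paper's 0.052 in Table S3. The sign was the paper's with RLE size factors (0.10), DESeq2 (0.10) and filterByExpr (0.078), and without WT replicate 1 or 2 or Y665F replicate 3 or 4. It was the opposite with no filter (−0.023), the block (−0.028), a RUVr factor (−0.068) and the groups compared alone (−0.023).

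The paper places Il2ra and Irf1 among genes induced in Y665F T cells. Against stimulated WT cells, Il2ra (0.70) and Irf1 (0.51) did not pass the threshold. Against unstimulated Y665F cells they did, by 2.35 and 2.41. The paper states that Il2ra is significantly lower in Y665H than in WT spleens, and here its difference of −0.78 had an adjusted p of 0.0595 by the exact permutation test, and 0.0476 with RLE size factors.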

Other observations

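The tests of whole spleen cells, red-cell precursors in the Y665F cultures and the share of T cells were set before their results were seen. The other tests of an explanation in this part were chosen after. The marker lists and the alternatives were set as the methods state.

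The paper describes the unstimulated spleen libraries as T cells, as splenocytes and, in its methods and the legend of Table S4, as spleen tissue. They had a B cell list above the T cell list in every case, by at least 1.437 on the log2 scale, and all 12 B cell genes above 1 CPM in WT spleens, of which Table S4 lists 0. Cr2 and Ms4a1 were the most abundant, at 723 to 903 CPM and 511 to 631 CPM in Y665F spleens. These values are in line with whole spleen cells, as the last description has it, rather than isolated T cells.

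The T cell list, of whose 12 genes Table S4 lists 7, rose by a median of 1.0013 from Y665H to Y665F spleens. Fitted fold changes cannot tell which of the 247 raised genes rose more, as 246 lie above this median and the minimum for a call is close to it. With a pseudocount of 1, which shrinks genes with few counts, their median relative to the list was −0.30. A higher share of T cells in the Y665F spleens is a candidate explanation for part of them. Of 100 splits drawn from 792, 1 gave as many genes as the true grouping, itself, and the largest other split gave 651. Whether expression per T cell also changed stays open.

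Alas2 was higher in stimulated Y665F than in WT T cells by 3.32 on the log2 scale without passing the threshold (adjusted p = 0.0561, edgeR) and passed with DESeq2 (0.013), with no filter (0.0415) and without WT replicate 3 (0.0417), Y665F replicate 1 (0.0072) or Y665F replicate 2 (0.0191). Of 12 erythroid genes, 11 were highest in stimulated Y665F replicate 3 among the 15 T-cell libraries, in line with red-cell precursors in that culture. Alas2 was at 530 CPM there and at 5.19 to 56.7 CPM in the other stimulated Y665F libraries. Stimulated WT T cells express 6 of the 12 genes above 1 CPM.

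The 12 B cell genes were also all highest in stimulated Y665F replicate 3, with Ms4a1 at 209 CPM there and 43.9 CPM in replicate 4 against 2.62 and 4.89 CPM in replicates 1 and 2. Stimulated WT T cells express 11 of these genes above 1 CPM. Whether RNA from such cells in replicates 3 and 4 is the whole cause of the raised genes stays open. Of the genes raised in these replicates over 2 WT libraries, 27.1% to 57.3% lay above the other 2 WT libraries in both replicates 1 and 2. Of all genes with a mean over 2 log2 CPM, 10.3% to 22.7% did so, and with WT replicates 2 and 3 in the fit these shares were close, 27.1% and 21.3%. A neutrophil list rose by a median of 2.88, with 11 of 11 genes higher (camera, adjusted p = 7.47e-14; fry, 0.00248; estimated correlation, 0.0526), the T cell list fell (−0.79) and the erythroid and B cell lists rose by 2.30 and 1.80, without passing fry (0.213 and 0.379).

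Of the 35 splits of stimulated Y665F and WT libraries, 2 gave as many genes as the true grouping, and the other, with 474, exchanged replicate 1 of both groups. Of the 35 splits of stimulated Y665H and WT libraries, 2 gave as many, and the other gave 536. Between stimulated Y665F and Y665H cells 1 of 35 did so and the largest other gave 2 genes, and between stimulated and unstimulated Y665F cells 1 of 35, with 566 genes in the largest other.

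Few genes differed between stimulated Y665H and WT T cells. Thinning every library to 2017012 reads left 973 genes between Y665F and Y665H cells, 402 between Y665F and WT cells and 13 between Y665H and WT cells. Low depth therefore did not prevent calls where differences were larger. Whether it hid smaller differences between Y665H and WT cells cannot be told, as most Y665H libraries were shallow before thinning. Adjusted over the list alone, 18 of the 113 STAT5-bound targets were lower in Y665H than in WT cells.

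The small number of genes raised by Y665H in null CD4+ T cells was not due to a lower transcript, as Stat5b with Y665H was at 134.8% of its level in WT cells with the empty vector. Protein was not analysed here.

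For the comparisons of 3 null libraries with 3, the smallest possible share of splits is 1 of 10. That share was found for STAT5B, N642H and Y665F against the empty vector, for each of N642H, Y665F and Y665H against STAT5B, with a largest other split of 0 genes. For Y665H against the empty vector 2 of 10 gave as many, the other with 14 genes, and 1 of the 4 that part as many replicate numbers. For Y665F against N642H, where 0 genes passed, 10 of 10 did.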
